# MicroRNA Regulatory Mechanisms on *Citrus sinensis* leaves to Magnesium-Deficiency

**DOI:** 10.3389/fpls.2016.00201

**Published:** 2016-03-04

**Authors:** Cui-Lan Ma, Yi-Ping Qi, Wei-Wei Liang, Lin-Tong Yang, Yi-Bin Lu, Peng Guo, Xin Ye, Li-Song Chen

**Keywords:** Mg-deficiency, *Citrus sinensis*, Illumina sequencing, leaves, microRNA

## Abstract

Magnesium (Mg)-deficiency, which affects crop productivity and quality, widespreadly exists in many agricultural crops, including citrus. However, very limited data are available on Mg-deficiency-responsive microRNAs (miRNAs) in higher plants. Using Illumina sequencing, we isolated 75 (73 known and 2 novel) up- and 71 (64 known and 7 novel) down-regulated miRNAs from Mg-deficient *Citrus sinensis* leaves. In addition to the remarkable metabolic flexibility as indicated by the great alteration of *miRNA* expression, the adaptive responses of leaf miRNAs to Mg-deficiency might also involve the following several aspects: (*a*) up-regulating stress-related genes by down-regulating *miR164, miR7812, miR5742, miR3946*, and *miR5158*; (*b*) enhancing cell transport due to decreased expression of *miR3946* and *miR5158* and increased expression of *miR395, miR1077, miR1160*, and *miR8019*; (*c*) activating lipid metabolism-related genes by repressing *miR158, miR5256*, and *miR3946*; (*d*) inducing cell wall-related gene *expansin 8A* by repressing *miR779*; and (*e*) down-regulating the expression of genes involved in the maintenance of S, K and Cu by up-regulating *miR395* and *miR6426*. To conclude, we isolated some new known miRNAs (i.e., miR7812, miR8019, miR6218, miR1533, miR6426, miR5256, miR5742, miR5561, miR5158, and miR5818) responsive to nutrient deficiencies and found some candidate miRNAs that might contribute to Mg-deficiency tolerance. Therefore, our results not only provide novel information about the responses of plant to Mg-deficiency, but also are useful for obtaining the key miRNAs for plant Mg-deficiency tolerance.

## Introduction

Magnesium (Mg), which serves as a central component of the chlorophyll (Chl) molecule and as a cofactor and allosteric modulator for more than 300 enzymes including ribulose-1,5-bisphosphate carboxylase, ATPase, protein kinases, phosphatases and glutathione synthase (Cakmak and Kirkby, 2008), participates in many physiological and biochemical processes during plant growth and development including photosynthesis (Tang et al., 2012; Yang et al., 2012), respiration (Peng et al., 2015), organic acid metabolism (Yang et al., 2013), carbohydrate partitioning between source and sink organs (Cakmak et al., 1994; Yang et al., 2012), phloem export of sucrose (Cakmak and Kirkby, 2008), and reactive oxygen species (ROS) formation and scavenging (Cakmak and Kirkby, 2008; Yang et al., 2012). Mg-deficiency, which affects crop productivity and quality, widespreadly exists in many agricultural crops, including citrus (Tang et al., 2012; Verbruggen and Hermans, 2013). In China, Mg-deficiency often occurs in citrus orchards, and is responsible for the loss of yield and poor fruit quality (Ling et al., 2009). According to our investigation in 2011, up to 77.4 and 35.6% of “Guanximiyou” pummelo (*Citrus grandis*) orchards in Pinghe, Zhangzhou, China were deficient in soil exchange Mg and leaf Mg, respectively (Li et al., 2015).

Although the physiological and biochemical responses of plants to Mg-deficiency have been investigated in some detail in various plants (Cakmak and Kirkby, 2008; Hermans et al., 2013; Verbruggen and Hermans, 2013), very limited data are available on the molecular mechanisms of plant tolerance to Mg-deficiency until recently. Peng et al. (2015) isolated 59 up- and 31 down-regulated (19 up- and 12 down-regulated) proteins from Mg-deficient *Citrus sinensis* leaves (roots). In addition, two studies with *Arabidopsis* showed that the responses of global transcriptomics to Mg-deficiency were asynchronized, with a less number of differentially expressed genes after 4 or 8 h in leaves and after 28 h or 1 week in roots (Hermans et al., 2010a,b). Although stress-related gene expression programme largely occurs at the transcriptional level, the roles of post-transcriptional gene regulation have been recognized with the discovery of microRNAs (miRNAs) and small-interfering RNAs (siRNAs; Shukla et al., 2008). Approximately 21-nucleotide-long miRNAs generated from non-coding transcripts, one of the most abundant classes of small RNAs, are crucial post-transcriptional regulators of gene expression by repressing translation or directly degrading mRNAs in plants (Jones-Rhoades et al., 2006). MiRNAs have key roles in plant adaptations to nutrient deficiencies (Khraiwesh et al., 2012; Lu et al., 2014, 2015; Zeng et al., 2014; Paul et al., 2015). Plant *miR399* and *miR827*, which are specifically induced by phosphorus (P)-deficiency, play a role in the regulation of P homeostasis by down-regulating their target genes *UBC24* and *nitrogen (N) limitation adaptation* (*NLA*), respectively (Shukla et al., 2008; Hsieh et al., 2009). Also, many other miRNAs such as miR156, miR159, miR166, miR169, miR395, miR397, miR398, miR408, miR447, miR482, miR1510 and miR2109 are involved in plant response to P-limitation (Valdés-López et al., 2010; Hackenberg et al., 2013; Zhao et al., 2013; Paul et al., 2015).

Recently, Lu et al. (2014, 2015) investigated long-term B-deficiency-responsive miRNAs by Illumina sequencing and obtained 134 (112 known and 22 novel) and 172 (158 known and 14 novel) differentially expressed miRNAs from B-deficient *C. sinensis* roots and leaves, respectively, demonstrating the possible involvement of miRNAs in the tolerance of citrus plants to B-deficiency. It is worth noting that most of these B-deficiency-responsive miRNAs were identified only from B-deficient leaves or roots, only 22 miRNAs were identified from the both. Obviously, long-term B-deficiency-induced alterations of miRNA expression profiles greatly differed between leaves and roots.

In *Arabidopsis, miR857, miR408, miR398*, and *miR397*, which are up-regulated by copper (Cu)-deficiency, have been demonstrated to contribute to plant Cu homeostasis *via* negatively regulating nonessential Cu protein genes, thus saving Cu for other essential Cu proteins in Cu-deprived plants (Yamasaki et al., 2007; Abdel-Ghany and Pilon, 2008). Waters et al. (2012) reported that iron (Fe)-deficient *Arabidopsis* rosettes had more accumulation of Cu accompanied by decreased expression levels of *miR397a, miR398a*, and *miR398b/c*, indicating a link between Fe-deficiency and Cu homeostasis.

Many differentially expressed miRNAs (at least 27conserved families) have been isolated from N-deficient soybean, common bean, *Arabidopsis* and maize (Valdés-López et al., 2010; Liang et al., 2012; Zhao et al., 2012; Zeng et al., 2014). In *Arabidopsis, miR169* was greatly repressed and its target genes, *NFYA* (Nuclear Factor Y, subunit A) *family members*, were greatly up-regulated by N-deficiency. Transgenic *Arabidopsis* plants over-expressing *miR169a* had lower N level, and displayed less tolerance to N-deficiency than the wild type, indicating the possible roles of miR169 in helping plants to deal with N-starvation (Zhao et al., 2011).

*MiR395*, which targets two sulfur (S) metabolism-related genes [i.e., *ATP sulfurylases* (*APS*) and *sulfate transporter 2;1* (*SULTR2;1*)], was induced by S-deprivation. *MiR395*-over-expressing *Arabidopsis* exhibited remarkable down-regulation in mRNA levels of its two target genes, and had more accumulation of S in the shoot but not in the root. The *aps1-1 sultr2;1 APS4-RNAi* mutants displayed similar phenotypes to those of *miR395*-over-expressing plants. These authors concluded that *miR395*-mediated regulation of *APS* and *SULTR2;1* might play a crucial role in plant S homeostasis (Liang et al., 2010).

So far, many workers have investigated the roles of plant miRNAs in response to nutrient deficiencies. Most studies, however, have focused on P, B, N, Fe, and S deficiencies. Little is known about Mg-deficiency-responsive miRNAs in higher plants. In this study, we first sequenced two small RNA libraries from Mg-deficient and -sufficient (control) *C. sinensis* leaves, respectively, using Illumina sequencing in order to identify the Mg-deficiency-responsive miRNAs that might contribute to the tolerance of plants to Mg-deficiency.

## Materials and methods

### Plant materials and Mg treatments

This study was conducted at Fujian Agriculture and Forestry University (FAFU), Fuzhou, China (26°5′ N, 119°14′ E) with an average annual temperature of ca. 20°C and an average annual sunlight hours of ca. 1600 h. Plant culture and Mg treatments were performed according to Peng et al. (2015). Briefly, 15-week-old seedlings of “Xuegan” [*Citrus sinensis* (L.) Osbeck] in 6 L pots filled with fine river sand were grown in a greenhouse under natural photoperiod at FAFU. Each pot, which contained two seedlings, was irrigated every other day until saturated with nutrient solution containing 2.5 mM KNO_3_, 2.5 mM Ca(NO_3_)_2_, 0.5 mM KH_2_PO_4_, 10 μM H_3_BO_3_, 2 μM MnCl_2_, 2 μM ZnSO_4_, 0.5 μM CuSO_4_, 0.065 μM (NH_4_)_6_Mo_7_O_24_, 20 μM Fe-EDTA and 0 mM (Mg-deficiency) or 1 mM (Mg-sufficiency) MgSO_4_ for 16 weeks. Sulfur concentration was maintained at a constant level by using equivalent moles of Na_2_SO_4_ in replace of MgSO_4._ At the end of the experiment, fully-expanded (about 7 weeks old) leaves from different replicates and treatments were used for all the measurements. Leaves were collected at noon under full sun and immediately frozen in liquid N_2_, then stored at −80°C until extraction.

### Plant dry weight (DW) and leaf Mg concentration

At the end of the experiment, 9–10 plants per treatment from different pots were collected. Plant DW was measured after being dried at 70°C for 48 h. Leaf Mg concentration was assayed by atomic absorption spectroscopy after digested with 1 N HCl (Kushizaki, 1968).

### Leaf SRNA library construction and illumina sequencing

Equal amounts of frozen Mg-deficient or -sufficient leaves from five plants (one plant per pot) were mixed as a biological replicate. Total RNA was extracted from 0.1 g mixed frozen samples using TRIzol reagent (Invitrogen, Carlsbad, CA) following manufacturer's instructions. Mg-deficient and -sufficient leaf sRNA libraries were constructed according to Lu et al. (2014). Illumina sequencing was performed on a Solexa sequencer at the Beijing Genomics Institute (BGI), Shenzhen, China (Lu et al., 2014).

### SRNA annotation and MiRNA identification

Both sRNA annotation and miRNA identification were performed according to Lu et al. (2014). Briefly, software developed by the BGI was used to analyze the raw data from the Solexa sequencing. Clean reads were then used to calculate length distribution and common/specific sequences. Thereafter, the clear reads were mapped to *C. sinensis* genome (JGIversion 1.1, http://phytozome.jgi.doe.gov/pz/portal.html#!info?alias=Org_Csinensis) using SOAP, only perfectly mapped sequences were retained and analyzed further. RRNAs, tRNAs, snRNAs and snoRNAs were removed from the sRNAs sequences through BLASTn search using NCBI Genebank database (http://www.ncbi.nlm.nih.gov/blast/Blast.cgi/) and Rfam (12.0) database (http://www.sanger.ac.uk/resources/databases/rfam.html) using following program and parameters: blastall -p blastn -F F -e 0.01. The repeat associated RNA and piRNA were identified using tag2repeat and tag2piRNA (developed by BGI) respectively. SRNA tags were also aligned to exons and introns of mRNA to find the degraded fragments of mRNA. All annotations were summarized using tag2annotation software (developed by BGI) in the following order of preference: rRNA (Genbank > Rfam) > known miRNA > repeat > exon > intron. The remaining sequences were aligned with known plant miRNAs from miRBase 21 (http://www.mirbase.org/) with up to two mismatches. Reads that were not annotated were used to predict novel miRNAs using Mireap (http://sourceforge.net/projects/mireap/), a prediction software developed by the BGI, by exploring the secondary structure, the Dicer cleavage site and the minimum free energy of the unannotated small RNA tags which could be mapped to genome. Parameters were set as follows: minimal miRNA sequence length (18), maximal miRNA sequence length (25), minimal miRNA reference sequence length (20), maximal miRNA reference sequence length (23), maximal copy number of miRNAs on reference (20), maximal free energy allowed for a miRNA precursor (−18 kcal/mol), maximal space between miRNA and miRNA^*^ (300), minimal base pairs of miRNA and miRNA^*^ (16), maximal bulge of miRNA and miRNA^*^ (4), maximal asymmetry of miRNA/miRNA^*^ duplex (4) and flank sequence length of miRNA precursor (20; Lu et al., 2014). In addition, we used MTide (http://bis.zju.edu.cn/MTide; Zhang et al., 2015) and DNAMAN 8 (http://www.lynnon.com/pc/framepc.html) to predict novel miRNA. Only these miRNA candidates that were simultaneously predicted by the three softwares were considered to be novel miRNAs.

### Differential expression analysis of MiRNAs

Both the fold change between Mg-deficiency and -sufficiency and the *P*-value were calculated from the normalized expression of TPM (Wang et al., 2011). Normalized expression was calculated by the following formula: Normalized expression = Actual miRNA count/Total count of clean reads^*^1,000,000. The fold change between B-deficiency and control was calculated as: Fold-change = log_2_ (B-deficiency/Control). The *p*-value was calculated by the following formula:

$$\begin{array}{l} p\left(x|y\right)={\left(\frac{N_{2}}{N_{1}}\right)}^{y}{\frac{\left(x+y\right)!}{x!y!{\left(1+\frac{N_{2}}{N_{1}}\right)}^{\left(x+y+1\right)}}}_{D\left(y\geq y_{\max}|x\right)\;=\;\overset{\infty }{\underset{y\geq y_{\max}}{\sum }}p\left(y|x\right)}^{C\left(y\leq y_{\min}|x\right)\;=\;\overset{y\leq y_{\min}}{\underset{y=0}{\sum }}p\left(y|x\right)} \end{array}$$

A miRNA was considered differentially expressed when the miRNA had both a *P*-value of less than 0.01 and a fold change of more than 1.5 (Lu et al., 2014).

### Target prediction of MiRNAs

Target prediction of miRNAs was performed by RNAhybrid based on rules suggested by Allen et al. (2005) and Schwab et al. (2005): (*a*) no more than four mismatches between sRNA and target (G-U bases count as 0.5 mismatches); (*b*) no more than two adjacent mismatches in the miRNA/target duplex; (*c*) no adjacent mismatches in positions 2–12 of the miRNA/target duplex (5′ of miRNA); (*d*) no mismatches in positions 10–11 of miRNA/target duplex; (*e*) no more than 2.5 mismatches in positions 1–12 of the of the miRNA/target duplex (5′ of miRNA); and (*f*) minimum free energy (MFE) of the miRNA/target duplex should be >75% of the MFE of the miRNA bound to it's perfect complement.

### Functions of the potential targets of the differentially expressed MiRNAs

All targets of the differentially expressed miRNAs were mapped to GO terms in the database (http://www.geneontology.org/), and calculated gene numbers for each term. The GO results were expressed as three categories: biological process, molecular function and cellular component (Lu et al., 2014).

### Validation of MiRNA expression by stem-loop qRT-PCR

The analysis of miRNA expression was performed using stem-loop qRT-PCR method, stem-loop primers for reverse transcription and primers for qRT-PCR were listed in Table S1. Total RNA was reversetranscribed using Taqman® MicroRNA Reverse Transcription Kit (USA). SYBR® Premix Ex Taq™ II (Takara, Japan) kit was used for qRT-PCR. MiRNA special (forward) primers were designed according to the miRNA sequence but excluded the last six nucleotides at 3′ end of the miRNA. A 5′ extension of several nucleotides, which was chosen randomly and relatively GC-rich, was added to each forward primer to increase the melting temperature (Chen et al., 2005). All the primers were assigned to Primer Software Version 5.0 (PREMIER Biosoft International, USA) to assess their quality. For qRT-PCR, 20 μL reaction solution contained 10 μL ready-to-use SYBR® Premix Ex TaqTM II (Takara, Japan), 0.8 μL 10 μM miRNA forward primer, 0.8 μL 10 μM Uni-miR qPCR primer, 2 μL cDNA template and 6.4 μL dH_2_O. The cycling conditions were 60 s at 95°C, followed by 40 cycles of 95°C for 10 s, 60°C for 30 s. qRT-PCR was performed on the ABI 7500 Real Time System. Samples for qRT-PCR were run in three biological replicates with two technical replicates. Relative miRNA expression was calculated using ddCt algorithm. For the normalization of miRNA expression, *actin* (AEK97331.1) was used as an internal standard and the leaves from control plants were used as reference sample, which was set to 1.

### qRT-PCR analysis of MiRNA target gene expression

Total RNA was extracted from frozen Mg-sufficient and -deficient leaves using TRIzol reagent (Invitrogen, Carlsbad, CA) following manufacturer's instructions. The sequences of the F and R primers used were given in Table S2. qRT-PCR analysis of miRNA target gene expression was performed using an ABI 7500 Real Time System according to Lu et al. (2014). Samples for qRT-PCR were run in three biological replicates with two technical replicates.

### Experimental design and statistical analysis

There were 20 pot seedlings per treatment in a completely randomized design. Experiments were performed with 3 replicates except for plant DW (*n* = 9–10) and leaf Mg concentration (*n* = 5). The unpaired *t*-test was applied for comparison between two means.

## Results

### Plant growth and leaf Mg concentration

As shown in Figure 1, 0 mM Mg-treated seedlings had lower plant DW and leaf Mg concentration than 1 mM Mg-treated ones, and leaf Mg concentration was much less than the normal range (Chapman, 1968). Visible Mg-deficient symptoms were observed only in 0 μM Mg-treated leaves (Figure S1). Thus, seedlings treated with 0 mM Mg are considered as Mg-deficient, and those treated with 1 mM Mg are considered as Mg-sufficient (control).

**Figure 1:**
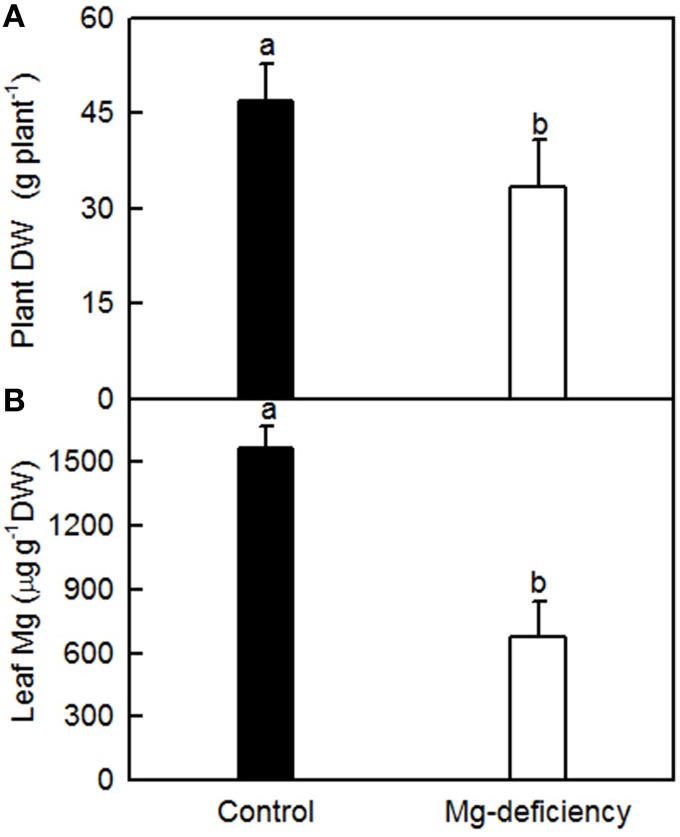
**Effects of Mg-deficiency on plant growth (A) and leaf Mg concentration (B)**. Bars represent mean ± SD (*n* = 5 for leaf Mg and 9–10 for plant DW). Different letters above the bars indicate a significant difference at *P* < 0.05.

### Sequencing and analysis of two SRNA libraries from Mg-sufficient and -deficient citrus leaves

To isolate Mg-deficiency-responsive miRNAs, two sRNA libraries were constructed from leaves of *C. sinensis* seedlings submitted to 0 or 1 mM MgSO_4_ for 16 weeks, respectively. 

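Each of the 2 libraries was made from 1 mixed sample of leaves from 5 plants. With 1 library per treatment, no difference between the libraries could be compared with a spread between replicates. A small RNA library holds the short RNAs of a tissue, and the number of reads that match a miRNA is used as a measure of its abundance. The authors matched the clean reads to known plant miRNAs of miRBase with up to 2 mismatches and deposited the read-count of each known miRNA in both libraries, without normalization. A further table deposited by the authors gives the log2 ratio and the p-value of 728 known miRNAs. Here the normalized read-count was computed as the count per 1000000 clean reads, which the paper calls TPM, and a count of 0 was set to 0.01 TPM before the log2 ratio of the Mg-deficient to the Mg-sufficient library was taken. These ratios were equal to those of the authors' deposited table within 0.001 for 728 of its 728 miRNAs. The p-value was 1 tail of the Audic-Claverie formula given in the methods, which compares the reads of the 2 libraries and not the treatments. The 95% intervals were those of Wilson for a share or a normalized read-count, and for a log2 ratio were taken from the exact Clopper-Pearson interval. They cover counting error only. Reads copied by PCR are not independent molecules, so even this error can be larger than the intervals show. Where a miRNA had at most 3 counts in a library, its change was computed against 3 counts and is given as a lower bound. These 3 counts are 0.135 TPM in the Mg-sufficient and 0.148 TPM in the Mg-deficient library. The bound leaves out counting error, and the 95% interval of the log2 ratio can include smaller changes. How a read that matches several miRNA names was counted is not named in the paper's text, so that values of names with near-identical sequences are uncertain.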

After being sequenced by a Solexa sequencer, we obtained 20,602,570 and 22,513,099 raw reads from Mg-sufficient and -deficient leaf libraries, respectively. These raw reads were cleaned by removing the contaminant reads like adaptors and low quality tags, thus leading to the generation of 20,328,011 (4,024,507) and 22,218,850 (4,480,037) clear reads (unique reads) from Mg-deficient and -deficient libraries, respectively (Table 1). 

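The deposited tables give 22218850 clean reads for the Mg-sufficient and 20328011 clean reads for the Mg-deficient library, and all normalized read-counts were computed with these totals. Table 1 gives the same totals under the opposite treatments, while the normalized read-counts of Table S6 follow from the deposited totals. Known miRNAs had 5097686 counts in the Mg-sufficient library, or 22.9% of its clean reads (95% Wilson interval, 22.9 to 23.0%). In the Mg-deficient library they had 3003648 counts, or 14.8% of the clean reads, a difference larger than the counting error. In the Table 1 columns matched by clean-read total, rRNA made up 13.8% of the Mg-sufficient and 37.9% of the Mg-deficient reads. A larger share of rRNA lowers the share of all other reads. The difference therefore does not by itself show a loss of miRNA. The 5 most abundant known miRNAs, which were miR157, miR167, miR166, miR156 and miR535, accounted for 76.5% of the known miRNA counts in the Mg-sufficient library and for 54.5% in the Mg-deficient library.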

Most of the clear sequences were within the range of 20–24 nt, which accounted for 94 and 96% of the total clear reads from Mg-deficient and -sufficient leaves, respectively. Reads with the length of 24 nt were at the most abundant, followed by the reads with length of 21, 22, 23, and 20 nt (Figure S2), as found for fruits of *C. sinensis* (Xu et al., 2010) and *Poncirus trifoliata* (Song et al., 2010), roots and leaves of *C. sinensis* (Lu et al., 2014, 2015), and flowers of *P. trifoliata* (Song et al., 2010). Therefore, the data of sRNA libraries obtained in this study are reliable. Compared with the controls, Mg-deficient leaves displayed less 21 and 24 nt clean reads and more 22 and 23 nt clean reads (Figure S2).

**Table 1:** **Statistical analysis of sRNA sequencing data from Mg-sufficient and -deficient leaves of *Citrus sinensis***.

	**Mg-sufficiency**		**Mg-deficiency**	
	**Unique sRNAs**	**Total sRNAs**	**Unique sRNAs**	**Total sRNAs**
Raw reads		20602570		22513099
Clear reads	4024507(100%)	20328011(100%)	4680037(100%)	22218850(100%)
Mapped to genomic	2057122(51.15%)	10424352(51.29%)	2498165(53.38%)	14966029(67.36%)
Exon antisense	43345(1.08%)	168476(0.83%)	36748(0.79%)	185172(0.83%)
Exon sense	73814(1.83%)	297258(1.46%)	78538(1.68%)	383020(1.72%)
Intron antisense	39066(1.01%)	241915(1.19%)	46841(1.00%)	320641(1.44%)
Intron sense	55378(1.38%)	433107(2.13%)	65216(1.39%)	716855(3.23%)
miRNA	42935(1.07%)	2280530(11.22%)	49819(1.06%)	4888886(22.00%)
rRNA	270955(6.73%)	7699010(37.87%)	157928(3.37%)	3063831(13.79%)
repeat	832(0.02%)	2139(0.01%)	1126(0.02%)	3516(0.02%)
snRNA	4548(0.11%)	15986(0.08%)	2727(0.06%)	7986(0.04%)
snoRNA	1228(0.03%)	2466(0.01%)	1011(0.02%)	2351(0.01%)
tRNA	19314(0.48%)	347898(1.71%)	20326(0.43%)	832644(3.75%)
Unannotated sRNAs	3473092(86.30%)	8839226(43.48%)	4219757(90.17%)	11813948(53.17%)

As shown in Table 1, 10,424,352 (2,057,122) and 14,966,029 (2,498,165) clean reads (unique reads) from Mg-sufficient and -deficient leaves, respectively were mapped to *C. sinensis* genome (JGIversion 1.1, http://phytozome.jgi.doe.gov/pz/portal.html#!info?alias=Org_Csinensis) using SOAP (Li et al., 2008). After removal of these annotated reads such as exon, intron, miRNA, rRNA, repeat regions, snRNA, shorn and tRNA, the remained unique read used for the prediction of novel miRNAs for Mg-sufficient and -deficient leaves were 3,473,092 and 4,219,757 reads, respectively.

### Isolation of known and novel mirnas in citrus leaves

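The deposited count table lists 1215 known miRNAs with at least 1 count in at least 1 of the libraries. Of these, 1017 had a count in the Mg-sufficient library, 958 had a count in the Mg-deficient library and 760 had a count in both. Counts were found in the Mg-sufficient library only for 257 miRNAs and in the Mg-deficient library only for 198. When at least 1 TPM in at least 1 library was required, a limit chosen after the data were seen, the number fell from that of the full table to the 728 of the authors' deposited table. The copy of Table S3 used here holds 690 miRNAs, where the paper gives 691, and for all 690 its counts are the deposited counts.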

We isolated 691 known miRNAs from the two libraries constructed from Mg-sufficient and -deficient leaves (Table S3). To compare the abundance of miRNAs in the two libraries, the count of reads was normalized to transcript per million (TPM). In this experiment, known miRNAs with normalized read-count less than ten in the two leaf libraries were not used for further analysis in order to avoid false results caused by the use of low expressed miRNAs (Chen et al., 2012; Lu et al., 2014). After these low expressed miRNAs being excluded, the remained 288 known miRNAs were used for further analysis (Table S4).

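In the deposited counts, 324 known miRNAs had at least 10 TPM in at least 1 library and passed the filter, and the other 891 did not. The miRNAs that passed held 99.5% of the known miRNA counts in the Mg-sufficient library and 99.4% in the Mg-deficient library, and 149 of them had at least 10 TPM in both. A filter at 50 TPM in at least 1 library moved the number most and left 147 miRNAs. The copy of Table S4 used here has 288 entries with 287 names, since miR393 is entered 2 times. All 287 names passed the filter, and 37 of the miRNAs that passed are not listed in Table S4.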

As shown in Table 1, the unannotated 3,473,092 and 4,219,757 unique clean reads from Mg-sufficient and -deficient leaf libraries, respectively were used to predict the novel miRNAs. Based on the criteria for annotation of plant miRNAs (Jones-Rhoades et al., 2006; Meyers et al., 2008), we obtained 113 novel miRNAs from the two libraries (Table S5). Like known miRNAs, only 34 novel miRNAs with normalized read-count more than 10 in Mg-sufficient and/or Mg-deficient libraries were used for the expression analysis (Table S6).

### Mg-deficiency-responsive MiRNAs in citrus leaves

A miRNA was considered differentially expressed when it had both a *P*-value of less than 0.01 and a fold-change of more than 1.5. According to the above criteria, we identified 75 (73 known and 2 novel) up-regulated and 71 (64 known and 7 novel) down-regulated miRNAs from Mg-deficient leaves. 

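Among the known miRNAs that passed the abundance filter in the deposited counts, 295 had a p-value of less than 0.01, and 174 of these also had a log2 ratio beyond 1.5 in either direction. Of the 174, 91 were higher and 83 were lower in the Mg-deficient library. The log2 ratio of another 121 miRNAs was within 1.5 although the p-value was below the threshold. Table S4 lists 137 of the called miRNAs, 73 of them higher and 64 lower. A count of at most 3 in 1 of the libraries was found for 71 called miRNAs, 32 of them higher and 39 lower, and 55 of the 71 had no count at all there. More than 3 counts in both libraries were found for 103, of which 59 were higher and 44 were lower. Without an abundance filter, 226 miRNAs were called higher and 308 lower, and with at least 10 TPM required in both libraries 11 were called higher and 8 lower. When the threshold was applied to the linear ratio in place of the log2 ratio, 110 were called higher and 129 lower. The median log2 ratio of the miRNAs that passed the filter was -0.30 (95% interval, -0.34 to -0.27, from 2000 Poisson resamples of the counts). With the clean-read totals as the library size, 191 miRNAs were below 0 and 133 above. The sign of the median depended on the library size used. It was 0.34 with the total count of known miRNAs and -0.55 with the totals of Table 1. The paper considers a miRNA with a p-value and a ratio beyond the thresholds differentially expressed, and from the miRNAs isolated in this way it proposes a possible involvement of miRNAs in the tolerance of plants to Mg-deficiency.

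**Figure D1:**
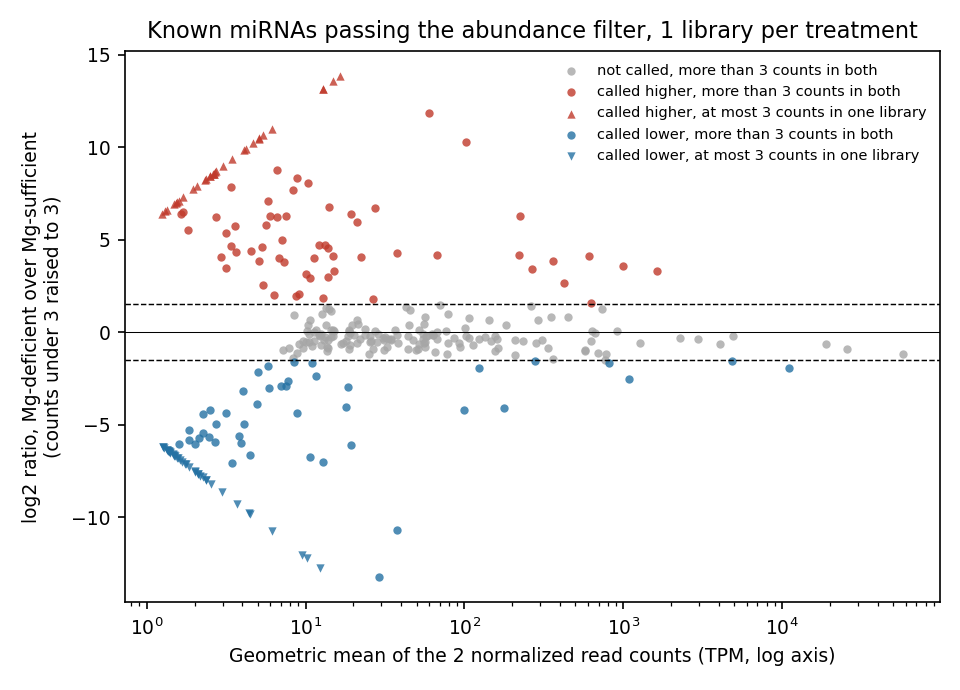
Log2 ratio of the Mg-deficient to the Mg-sufficient library against the geometric mean of the 2 normalized read-counts (TPM, log axis) for the 324 known miRNAs that passed the filter, with counts under 3 raised to 3 and dashed lines at log2 ratios of -1.5 and 1.5. The 71 called miRNAs with at most 3 counts in 1 library (triangles) lie on 2 diagonal lines, where the raised count fixes the relation between both axes.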

The strongest up-regulated known (novel) and down-regulated known (novel) miRNAs were miR5832 with a fold-change of 17.61 (novel_miR_96 with a fold-change of 17.75) and miR4351 with a fold-change of -14.66 (novel_miR_243 with a fold-change of -13.08), respectively (Tables S7, S8).

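MiR5832 had no count in the Mg-sufficient library and 40754 counts (2005 TPM) in the Mg-deficient library. Its log2 ratio of 17.61 rests on the value set for a count of 0, and against 3 counts it was at least 14848-fold higher. By the qRT-PCR of Figure 2, miR5832 went the other way and was lower in Mg-deficient leaves. MiR4351 had 5736 counts (258 TPM) in the Mg-sufficient library and none in the Mg-deficient library, with a log2 ratio of -14.66, and was at least 1749-fold lower. Its sequence in Table S3, ATTGGGAGTGTGCAGTGGGAGTGG, is near-identical to that of miR1171, with 6139 and 3970 counts in the Mg-sufficient and Mg-deficient library, respectively. The sequence of miR1171 is in turn near-identical to that of miR3948, with 7760 and 4651 counts. Summed over the 3 names, the log2 ratio was -1.06 and was no longer past the threshold. The lowest log2 ratio among the miRNAs that passed the filter, -16.12, was that of miR1151, which was named after its values were seen and is not listed in Table S4, with 15822 counts in the Mg-sufficient library and none in the other. Of the miRNAs with more than 3 counts in both libraries, miR6135, also not listed in Table S4, had the lowest log2 ratio, -13.26, with 64167 counts in the Mg-sufficient and 6 counts in the Mg-deficient library. It was followed by miR6108, with a log2 ratio of -10.67 from 33936 and 19 counts.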

### Validation of illumina sequencing data by qRT-PCR

Since only one mixed sample of Mg-sufficient or -deficient leaf RNA was sequenced, the expression levels of 39 known miRNAs were analyzed using stem-loop qRT-PCR to validate the *miRNA* expression patterns revealed by Illumina sequencing. The expression levels of all these miRNAs except for *miR1222, miR7730*, and *miR5832* matched with the expression patterns obtained by Illumiona sequencing (Figure 2). Thus, the high-throughput sequencing allowed us to identify the Mg-deficiency-responsive miRNAs in citrus leaves.

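By sequencing, 18 of the 39 miRNAs were higher and 21 were lower in the Mg-deficient library, and all of them were past both thresholds. The smallest log2 ratio in absolute value was 1.57. At most 3 counts in 1 library were found for 19 of them, so that their change is known only as a lower bound. Set against the directions in Figure 2, 36 of the 39 had the same direction in the deposited counts and 3 had the other direction. MiR1222 had 421 counts in the Mg-sufficient and 52 counts in the Mg-deficient library, a log2 ratio of -2.89 (95% interval, -3.33 to -2.47). MiR7730 had 1366 counts in the Mg-deficient library and none in the Mg-sufficient library, and was at least 498-fold higher. MiR5832, the last of the 3, had a log2 ratio of 17.61 by sequencing and was lower by qRT-PCR.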

**Figure 2:**
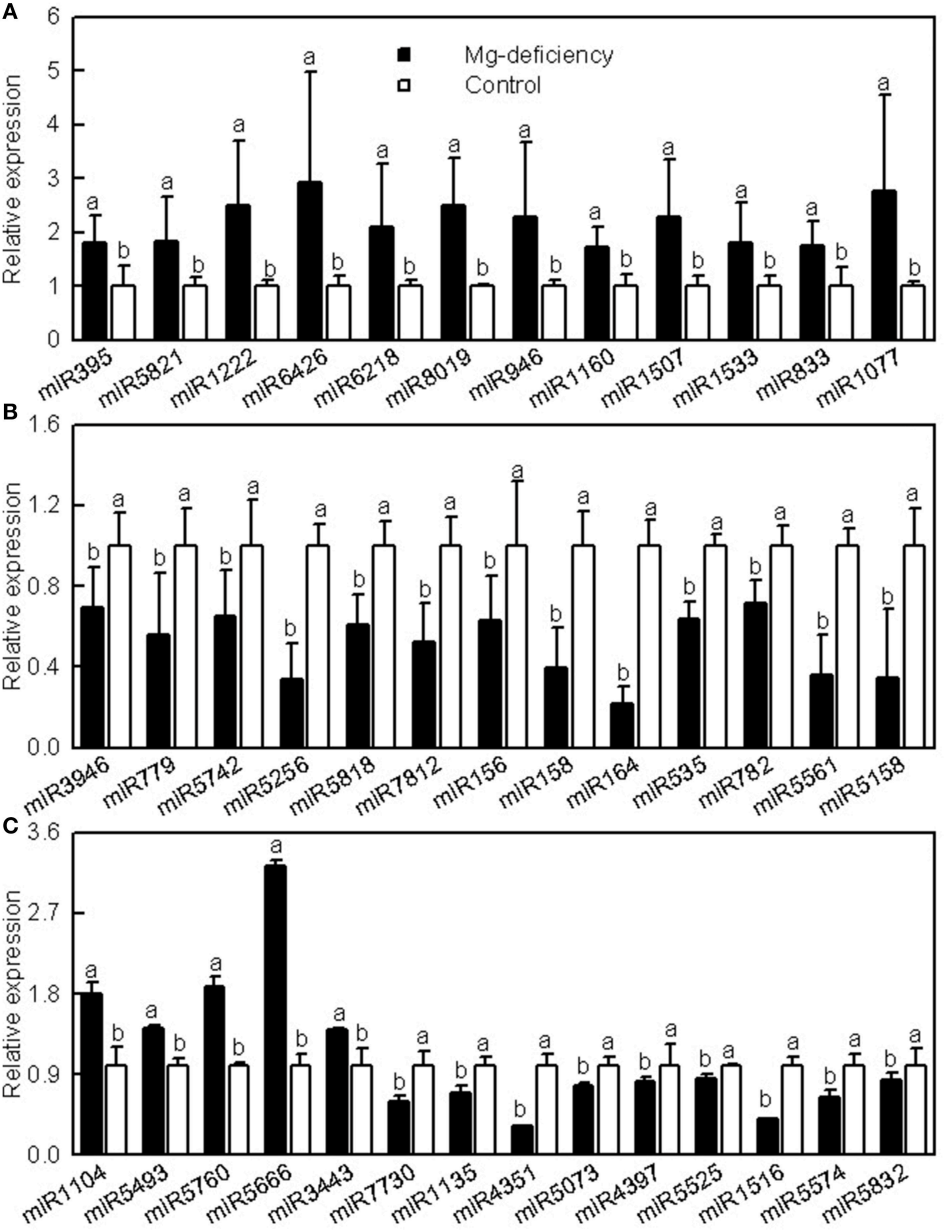
**Relative abundances of selected known miRNAs in Mg-deficient and -sufficient (control) leaves revealed by qRT-PCR**. Bars represent mean ± SD (*n* = 3). Significant differences were tested between control and Mg-deficient leaves for the same miRNA. Different letters above the bars indicate a significant difference at *P* < 0.05. All the values were expressed relative to the control leaves.

### Identification of targets for Mg-deficiency-responsive MiRNAs and GO analysis

We predicted 187 and 24 target genes from the 57 known and 3 novel differentially expressed miRNAs, respectively (Tables S9, S10). 

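All 57 known miRNAs with target genes in Table S9 were called in the deposited counts, 32 of them higher and 25 lower in the Mg-deficient library. At most 3 counts in 1 library were found for 12 of the 57, 7 higher and 5 lower. The other 117 called miRNAs have no entry in Table S9.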

Based on the biological process, these target genes for known (novel) were mainly involved in response to stress, regulation of transcription, biological process, protein metabolic process and transport (regulation of transcription and developmental process; Figure 3A). Based on the molecular function, these target genes for the known and novel miRNAs genes were classified into 17 and four categories, respectively, the highest percentage of three categories for known miRNAs were transcription factor activity, nucleic acid binding and other activity (Figure 3B). Based on the cellular component, these target genes for the known and novel miRNAs were associated with 13 and two components, respectively. The most three GO terms for known miRNAs were nucleus, membrane and chloroplast (Figure 3C).

**Figure 3:**
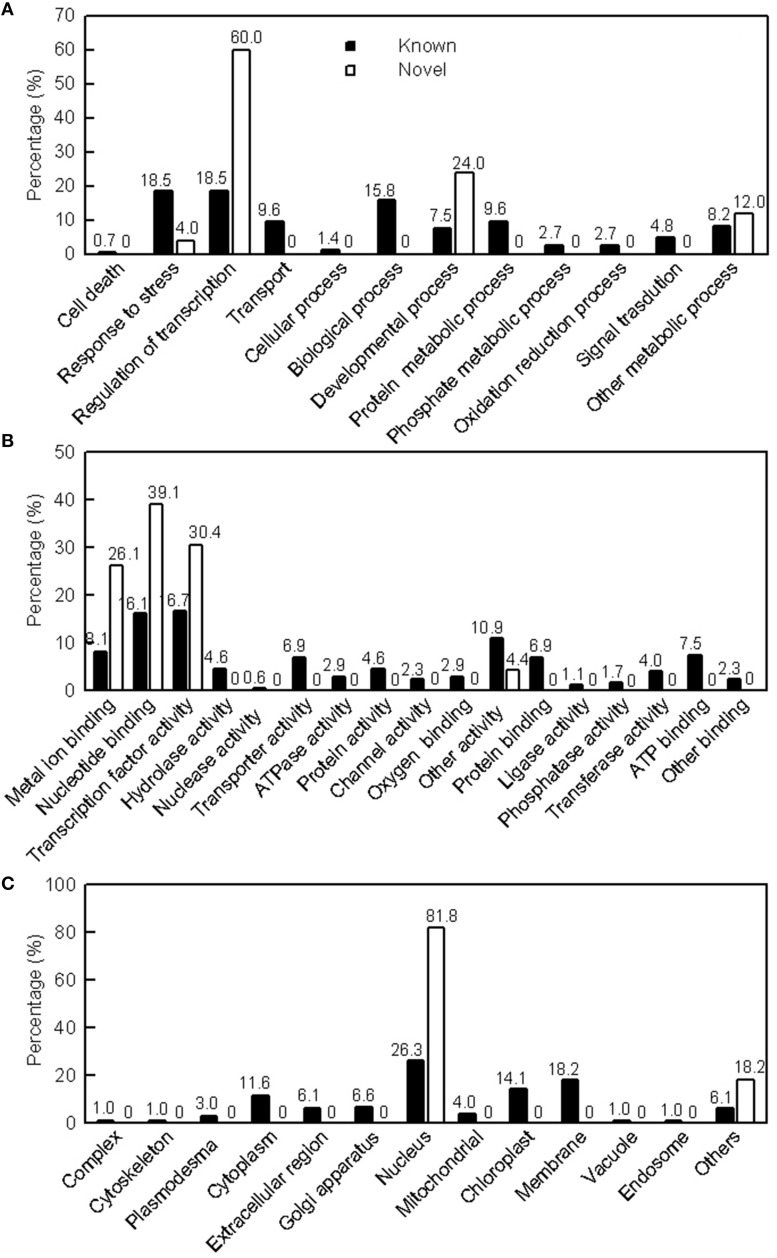
**GO of the predicted target genes for 57 (3) differentially expressed known (novel) miRNAs in *Citrus sinensis* leaves**. Categorization of miRNAs target genes was performed according to biological process **(A)**, molecular function **(B)**, and cellular component **(C)**.

### qRT-PCR validation of target genes

We used qRT-PCR to assay the transcript levels of 77 genes targeted by 12 down- and 11 up-regulated miRNAs in order to verify the expression of the target genes and how the miRNAs regulate their target genes. As shown in Table 2, 56 (73%) target genes displayed the expected reverse changes in mRNA levels in Mg-deficient leaves with their corresponding miRNAs, demonstrating the possible roles of miRNAs in regulating gene expression under Mg-deficiency by cleaving mRNAs. However, 17 target genes had the similar change trends in transcript levels in Mg-deficient leaves with their corresponding miRNAs. The remaining four target genes were not detected in Mg-sufficient and -deficient *C. sinensis* leaves.

**Table 2:** **qRT-PCR relative expression of experimentally determined or predicted target genes of selected miRNAs**.

**miRNA**	**Fold change of miRNA**	**Accession**	**Homology**	**Target genes**	**Potential roles**	**Relative change of target genes**
miR164	−2.38730699^**^	orange1.1g030909m	AT1G56010.2	NAC domain containing protein 1	Transcription	1.4372^**^
		orange1.1g047710m	AT5G53950.1	NAC (No Apical Meristem) domain transcriptional regulator superfamily protein	Transcription	0.6610^**^
		orange1.1g017827m	AT5G61430.1	NAC domain containing protein 100	Transcription	2.9265^**^
miR158	−6.05735341^**^	orange1.1g001709m	AT3G07400	Lipase class 3 family protein	Lipid metabolism	4.1384^**^
		orange1.1g002569m	AT5G63020.1	Disease resistance protein (CC-NBS-LRR class) family	Disease, virulence and defense	3.2507^**^
		orange1.1g038105m	AT1G12220.1	Disease resistance protein (CC-NBS-LRR class) family	Disease, virulence and defense	1.6141^**^
		orange1.1g041843m	AT1G12280.1	LRR and NB-ARC domains-containing disease resistance protein	Disease, virulence and defense	0.7305^**^
miR833	5.7705023^**^	orange1.1g047519m	AT1G45616.1	Receptor like protein 6	Disease, virulence and defense	0.5503^**^
miR1507	1.99337925^**^	orange1.1g034576m	AT3G14470.1	NB-ARC domain-containing disease resistance protein	Disease, virulence and defense	0.1031^**^
		orange1.1g042037m	AT3G14460.1	LRR and NB-ARC domains-containing disease resistance protein	Disease, virulence and defense	0.5256^**^
		orange1.1g045522m	AT3G50950.2	HOPZ-ACTIVATED RESISTANCE 1	Disease, virulence and defense	1.6070^**^
miR156	−1.91583036^**^	orange1.1g016971m	AT5G50570.2	Squamosa promoter-binding protein-like (SBP domain) transcription factor family protein	Transcription	ND
		orange1.1g021420m	AT5G50670.1	Squamosa promoter-binding protein-like (SBP domain) transcription factor family protein	Transcription	1.3295^**^
		orange1.1g008680m	AT1G69170.1	Squamosa promoter-binding protein-like (SBP domain) transcription factor family protein	Transcription	2.0745^**^
		orange1.1g009653m	AT1G69170.1	Squamosa promoter-binding protein-like (SBP domain) transcription factor family protein	Transcription	1.5065^**^
		orange1.1g011640m	AT5G43270.2	Squamosa promoter binding protein-like 2	Transcription	1.4202^**^
		orange1.1g011651m	AT5G43270.3	Squamosa promoter binding protein-like 2	Transcription	ND
		orange1.1g032310m	AT2G33810.1	Squamosa promoter binding protein-like 3	Transcription	3.4314^**^
		orange1.1g029650m	AT1G53160.1	Squamosa promoter binding protein-like 4	Transcription	2.0105^**^
		orange1.1g032937m	AT3G15270.1	Squamosa promoter binding protein-like 5	Transcription	0.8213^**^
		orange1.1g046416m	AT2G42200.1	Squamosa promoter binding protein-like 9	Transcription	3.8189^**^
		orange1.1g030599m	AT3G60030.1	Squamosa promoter-binding protein-like 12	Transcription	1.1053^*^
miR7812	−7.07931495^**^	orange1.1g017621m	AT4G08850.1	Leucine-rich repeat receptor-like protein kinase family protein	Transmembrane signal transduction	0.7175^**^
		orange1.1g038769m	AT3G24503.1	Aldehyde dehydrogenase 2C4	Stress response	3.2200^**^
miR5821	10.86451118^**^	orange1.1g045278m	AT1G33060.2	NAC 014	Transcription	0.4220^**^
		orange1.1g022991m	AT1G71190.1	Senescence associated gene 18		1.3523^**^
		orange1.1g013216m	AT4G38220.2	Peptidase M20/M25/M40 family protein	Proteolytic degradation	0.4598^**^
		orange1.1g013368m	AT4G38220.1	Peptidase M20/M25/M40 family protein	Proteolytic degradation	0.9147^**^
		orange1.1g046783m	AT2G04620.1	Cation efflux family protein	Transport	0.5710^**^
miR395	10.30345436^**^	orange1.1g005583m	AT3G02050.1	K^+^ uptake transporter 3	Transport	0.9674^*^
		orange1.1g014749m	AT2G34250.1	SecY protein transport family protein	Transport	1.5667^**^
			AT3G22890	APS1	Sulfur metabolism	1.5017^**^
			AT4G14680	APS3	Sulfur metabolism	ND
			AT5G43780	APS4	Sulfur metabolism	0.8727^**^
			AT5G1018	SULTR2;1	Transport	0.7439^**^
miR1077	11.84568538^**^	orange1.1g014749m	AT2G34250.1	SecY protein transport family protein	Transport	1.7085^**^
miR946	10.29281625^**^	orange1.1g005467m	AT1G70610.1	Transporter associated with antigen processing protein 1	Transport	0.4222^**^
miR1160	5.35880943^**^	orange1.1g005451m	AT4G11440.1	Mitochondrial substrate carrier family protein	Transport	0.8227^**^
		orange1.1g004285m	AT3G23430.1	Phosphate 1	Transport	1.1364^**^
miR8019	6.3871206^**^	orange1.1g010016m	AT4G27500.1	Proton pump interactor 1	Transport	2.5270^**^
miR6218	3.83981303^**^	orange1.1g005203m	AT1G70610.1	Transporter associated with antigen processing protein 1	Transport	0.7108^**^
		orange1.1g003633m	AT2G32400.1	Glutamate receptor 5	Transport	0.8682^**^
miR1533	4.30631516^**^	orange1.1g007444m	AT1G08520.1	ALBINA 1	Chl biosynthesis and breakdown	0.6732^*^
miR6426	4.30631516^**^	orange1.1g037454m	AT5G60020.1	Laccase 17	Cu homeostasis	0.8741^**^
		orange1.1g010327m	AT5G24120.1	Sigma factor E	Transcription	0.8483^**^
miR3946	−2.16322268^**^	orange1.1g017665m	AT3G04070.1	NAC domain containing protein 47	Transcription	0.8570^**^
		orange1.1g013752m	AT2G46810.1	Basic helix-loop-helix (bHLH) DNA-binding superfamily protein	Transcription	9.9306^**^
		orange1.1g014958m	AT3G61950.1	Basic helix-loop-helix (bHLH) DNA-binding superfamily protein	Transcription	0.6579^**^
		orange1.1g005518m	AT2G35940.1	BEL1-like homeodomain 1	Transcription	1.2743^**^
		orange1.1g025914m	AT4G13040.1	Integrase-type DNA-binding superfamily protein	Transcription	1.8616^**^
		orange1.1g024507m	AT5G32450.1	RNA binding (RRM/RBD/RNP motifs) family protein	Transcription	1.1601^*^
		orange1.1g025497m	AT5G65430.1	General regulatory factor 8	Signal transduction	3.6019^**^
		orange1.1g011991m	AT2G43850.1	Integrin-linked protein kinase family	MAPKKK	6.0692^**^
		orange1.1g006091m	AT5G24300.2	Glycogen/starch synthases, ADP-glucose type	Starch synthase	0.6423^**^
		orange1.1g009139m	AT5G24300.1	Glycogen/starch synthases, ADP-glucose type	Starch synthase	1.4300^**^
		orange1.1g010449m	AT5G08570.1	Pyruvate kinase family protein	Organic acid metabolism	0.7370^**^
		orange1.1g002698m	AT2G42600.1	Phosphoenolpyruvate carboxylase 2	Organic acid metabolism	2.1231^**^
		orange1.1g007773m	AT5G24240.1	Phosphatidylinositol 3- and 4-kinase; Ubiquitin family protein	Lipid metabolism	1.2461^**^
		orange1.1g002776m	AT3G22400.1	PLAT/LH2 domain-containing lipoxygenase family protein	Lipid metabolism	ND
		orange1.1g016142m	AT2G01170.1	Bidirectional amino acid transporter 1	Transport	5.4132^**^
		orange1.1g030941m	AT3G16640.1	Translationally controlled tumor protein		0.7158^**^
miR535	−1.56870368^**^	orange1.1g009840m	AT5G24910.1	Cytochrome P450, family 714, subfamily A, polypeptide 1	Metabolism	1.8899^**^
miR5256	−3.19897021^**^	orange1.1g004233m	AT4G35790.2	Phospholipase D delta	Lipid metabolism	2.3193
miR5742	−2.88770785^**^	orange1.1g009718m	AT5G20890.1	TCP-1/cpn60 chaperonin family protein	Protein folding and stabilizatio	1.9777^**^
		orange1.1g041155m	AT2G34930.1	Disease resistance family protein/LRR family protein	Disease resistance family	1.6675^**^
miR5561	−7.70753451^**^	orange1.1g018677m	AT4G36730.1	G-box binding factor 1	Transcription	2.5652^**^
		orange1.1g019071m	AT4G36730.2	G-box binding factor 1	Transcription	1.7283^**^
miR5158	−5.92521928^**^	orange1.1g043878m	AT5G37930.1	Protein with RING/U-box and TRAF-like domains	Transcription	1.9307^**^
		orange1.1g042649m	AT4G21330.1	Basic helix-loop-helix (bHLH) DNA-binding superfamily protein	Transcription	2.7431^**^
miR5818	−4.95063483^**^	orange1.1g001860m	AT4G27190.1	NB-ARC domain-containing disease resistance protein	Disease, virulence and defense	3.9827^**^
miR779	−8.10749886^**^	orange1.1g027903m	AT3G63120.1	Cyclin p1;1	Cell cycle and DNA processing	3.9679^**^
		orange1.1g044779m	AT2G38290.1	Ammonium transporter 2	Transport	7.1508^**^
		orange1.1g041074m	AT2G38290.1	Ammonium transporter 2	Transport	7.9240^**^
		orange1.1g042791m	AT3G14470.1	NB-ARC domain-containing disease resistance protein	Disease, virulence and defense	2.2157^**^
		orange1.1g001921m	AT3G45630.1	RNA binding (RRM/RBD/RNP motifs) family protein	Transcription	9.5707^**^
		orange1.1g025347m	AT2G40610.1	Expansin A8	Cell wall	21.0361^*^
		orange1.1g045028m	AT1G73660.1	Protein tyrosine kinase family protein	MAPKKK	0.7103^**^

Both fold change of miRNAs and relative change of target genes are the ratio of Mg-deficient to -sufficient leaves.

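In the deposited counts, 11 of the 23 miRNAs of Table 2 were higher and 12 were lower in the Mg-deficient library, with log2 ratios from -8.11 to 11.85. For 4 of the 23, namely miR779, miR5561, miR946 and miR5821, a library had at most 3 counts and the change is a lower bound. A miRNA gene of the same name is annotated for 5 of the 23, namely miR156, miR164, miR395, miR3946 and miR535, in the RefSeq gene table of the C. sinensis assembly DVS_A1.0, which was used for gene names only. The listed sequences were not compared with those of these genes. The smallest increase was that of miR1507, from 70 to 255 counts, a log2 ratio of 1.99 (95% interval, 1.61 to 2.40). MiR833 increased from 17 to 849 counts and was 54.6-fold higher in the Mg-deficient library.

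**Figure D2:**
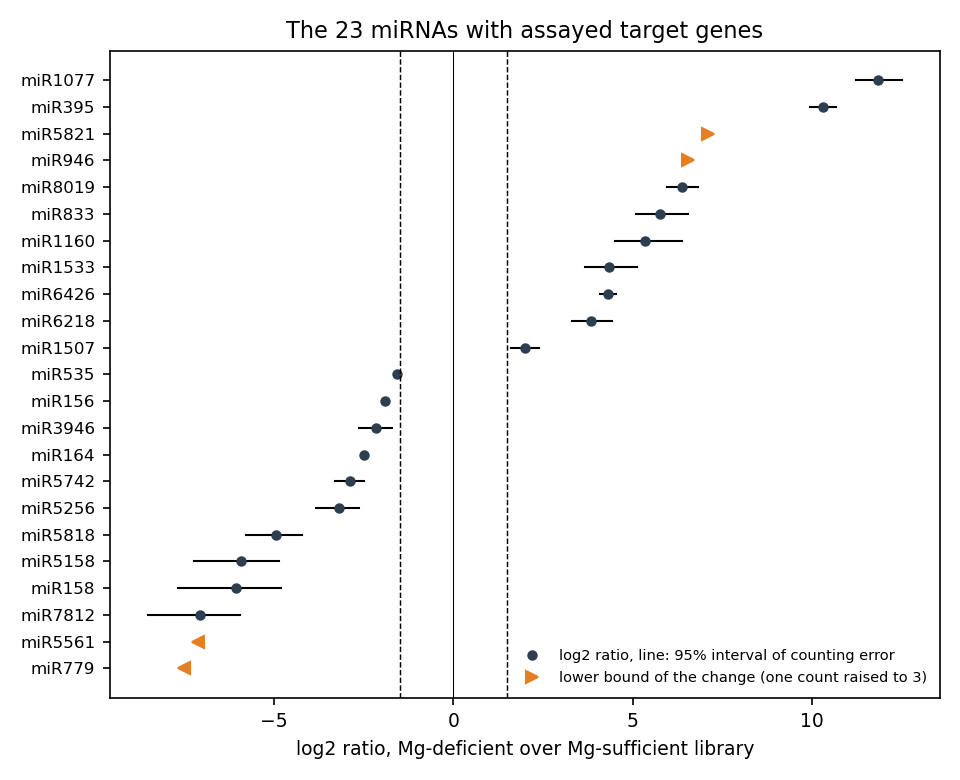
Log2 ratio of the Mg-deficient to the Mg-sufficient library for the 23 miRNAs of Table 2, with lines for the 95% interval of counting error, triangles for the 4 miRNAs whose change is a lower bound, and dashed lines at -1.5 and 1.5. The log2 ratios extend from miR779 at the bottom to miR1077 at the top, and that of miR535 is the nearest to a threshold.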

The value for relative change of target gene was an average of three biological replicates with two technical replicates; Target genes that had the expected changes in mRNA levels were marked in bold and blue.

* and

** indicate a significant difference at P < 0.05 and P < 0.01, respectively. ND, not detected.

## Discussion

In addition to their involvement in plant growth and development, evidence in *Arabidopsis, C. sinensis*, barley (*Hordeum vulgare*), soybean (*Glycine max*), white lupin (*Lupinus albus*), common bean (*Phaseolus vulgaris*), rapeseed (*Brassica napus*), tomato (*Solanum lycopersicum*), maize (*Zea mays*), and wheat (*Triticum aestivum*) shows that miRNAs play key roles in the adaptations of plants to P, Cu, Fe, N, and B deficiencies (Hsieh et al., 2009; Kong and Yang, 2010; Liang et al., 2010, 2012; Valdés-López et al., 2010; Zhao et al., 2012, 2013; Hackenberg et al., 2013; Lu et al., 2014, 2015; Zeng et al., 2014; Paul et al., 2015). Here, we isolated 137 known and nine novel Mg-deficiency-responsive miRNAs from *C. sinensis* leaves, respectively (Tables S7, S8), demonstrating the possible involvement of miRNAs in the tolerance of plants to Mg-deficiency.

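The number of calls changed little with the scaling of the libraries, while single calls changed. With edgeR's TMM normalization, 5 of the calls were lost and 7 were added, and the median log2 ratio of the miRNAs that passed the filter shifted by 0.34. With DESeq2's size factors, 168 remained and the shift was 0.37. When the total count of known miRNAs was taken as the library size, 8 were lost and 11 were added, with a shift of 0.63. With the totals as Table 1 prints them, 172 remained, 2 were lost and 9 were added. Biological variation could not be estimated from 1 library per treatment. With an assumed biological coefficient of variation of 0.4 in edgeR's exact test, 15 of the calls were lost.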

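MiR164 (TGGAGAAGCAGGGCACGTGCA) had 57341 counts in the Mg-sufficient and 9234 counts in the Mg-deficient library. Its normalized read-count was 2581 TPM (95% interval, 2560 to 2602) in the former and 454 TPM (445 to 464) in the latter. The log2 ratio was -2.51 (-2.54 to -2.47), and miR164 was 5.68-fold lower. Over the other scalings of the libraries that were tried, the log2 ratio lay between -2.76 with the totals of Table 1 and -1.87 with the total count of known miRNAs, past the threshold in each.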

The expression level of *miR164* was decreased in Mg-deficient leaves (Table 2), as found for transient low nitrate-stressed maize leaves (Xu et al., 2011) and water stressed cassava (*Manihot esculenta*) leaves (Phookaew et al., 2014). As expected, the expression of its target genes (*NAC domain containing protein 1* and *NAC domain containing protein 100*) was induced in Mg-deficient leaves (Table 2). Transgenic rice over-expressing *NAC1* and *NAC6* displayed higher drought and salt tolerance (Hu et al., 2006; Nakashima et al., 2007), and *SINAC4*-RNAi tomato plants were more sensitive to drought and salt stress (Zhu et al., 2014). Therefore, Mg-deficiency-induced down-regulation of leaf *miR164* might play a role in the tolerance of plants to Mg-deficiency by enhancing the expression of *NAC*. However, the expression of *NAC domain containing protein 47* targeted by miR3946 and *NAC 014* targeted by miR5821 was down-regulated in Mg-deficient leaves. Xu et al. (2011) observed that the expression level of *miR164* in maize leaves increased in response to chronic N limitation, concluding that miR164 might function in remobilizing the N from old to new leaves *via* boost senescence due to decreased expression of *NAC* under N limitation.

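MiR158 (TTCAAAACTGTTAGACAAAGC) had 364 counts, or 16.4 TPM (95% interval, 14.8 to 18.2), in the Mg-sufficient library. Only 5 counts, or 0.246 TPM (0.105 to 0.576), were found in the Mg-deficient library. It was 66.6-fold lower, with a log2 ratio of -6.06, and the few counts leave an interval from -7.69 to -4.82. No miRNA gene of this name is in the citrus gene table.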

The expression level of *miR158* was lower in Mg-deficient leaves than in controls (Table 2). Similar results have been obtained on N-deficient *Arabidopsis* seedlings (Liang et al., 2012), B-deficient *C. sinensis* roots (Lu et al., 2014) and leaves (Lu et al., 2015). The observed lower expression level of *miR158* indicated that its target genes might be induced in these leaves. In fact, the expression of all target genes (i.e., one *lipase class 3 family protein* and two *disease resistance protein (CC-NBS-LRR class) family*) were up-regulated in Mg-deficient citrus leaves except for *LRR and NB-ARC domains-containing disease resistance*. Also, the expression levels of *HOPZ-ACTIVATED RESISTANCE 1* targeted by miR1507, *disease resistance family protein/LRR family protein* targeted by miR5742, and *NB-ARC domain-containing disease resistance protein* (AT4G27190.1 and AT3G14470.1) targeted by miR5818 and miR779 were increased in Mg-deficient leaves (Table 2). These implied that the disease resistance might be enhanced in Mg-deficient leaves. This agrees with our results that Mg-deficient citrus leaves had higher concentrations of K and Ca (Xu, 2015), which play a role in plant disease resistance (Amtmann et al., 2008; Huber and Jones, 2013). However, the expression levels of *receptor like proteins 6* targeted by miR833, *LRR and NB-ARC domains-containing disease resistance protein* and *NB-ARC domain-containing disease resistance protein* targeted by miR1507 were decreased in Mg-deficient leaves (Table 2).

MiR156, which targets a series of squamosa promoter binding protein-like (SPL) genes, determines plastochron length by regulating SPL levels (Wang et al., 2008). As shown in Table 2, most of the target genes showed expected reverse changes in mRNA levels in Mg-deficient leaves compared with miR156. Transgenic *Arabidopsis* over-expressing *miR156h* displayed enhanced rate of leaf initiation (Stief et al., 2014). A similar effect was detected in the *spl9 spl15* double mutant (Wang et al., 2008). The observed down-regulation of *miR156* in Mg-deficient leaves indicated that the rate of leaf initiation might be decreased in Mg-deficient seedlings, thus decreasing leaf number and leaf DW (Peng et al., 2015). 

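MiR156 (TTGACAGAAGAGAGTGAGCAC) had 475712 counts (21410 TPM) in the Mg-sufficient and 115344 counts (5674 TPM) in the Mg-deficient library. The log2 ratio was -1.92 (95% interval, -1.93 to -1.91), and miR156 was 3.77-fold lower. When the library size was the total count of known miRNAs, its log2 ratio was -1.28 and no longer past the threshold. MiR157, the most abundant known miRNA, was also lower, with a log2 ratio of -1.20, and was not called. Its listed sequence, TTGACGGAAGATAGAGAGCAC, is similar to that of miR156. The difference exceeds the mismatches allowed here for near-identical names, so the counts of both were not summed. Reads shared between these names stay open.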

Study showed that increased miR156 activity resulted in high concentration of anthocyanins, while decreased miR156 activity led to the accumulation of flavonols (Gou et al., 2011). Therefore, Mg-deficient citrus leaves might have less accumulation of anthocyanin and more accumulation of flavonols due to decreased abundance of miR156 (Table 2).

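MiR7812 (ATGTTAGGAAATTGATGGGTG) had 887 counts in the Mg-sufficient library, or 39.9 TPM, and 6 counts in the Mg-deficient library, or 0.295 TPM. The log2 ratio was -7.08 (95% interval, -8.53 to -5.95), and miR7812 was 135-fold lower. No miRNA gene of this name is in the citrus gene table.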

*MiR7812* was repressed and its target gene *aldehyde dehydrogenase (ALDH) 2C4* was induced in Mg-deficient leaves (Table 2). Aldehyde dehydrogenases, which catalyze the oxidation of aldehydes arising from reactions of ROS with lipids and proteins to carboxylic acids, function in the detoxification of aldehydes generated in plants exposed to abiotic stress. Over-expression of *ALDH3I1* and *ALDH7B4* in *Arabidopsis* increased tolerance to abiotic stresses and protected plants against lipid peroxidation and oxidative stress (Kotchoni et al., 2006). Transgenic *Arabidopsis* over-expressing a stress-inducible *ALDH* from *Arabidopsis* displayed enhanced stress tolerance, which was correlated with decreased accumulation of lipid peroxidation-derived reactive aldehydes compared to wild-type plants (Sunkar et al., 2003). Heat shock proteins (HSPs)/chaperones play crucial roles in protecting plants against stress by reestablishing normal protein conformation and thus cellular homeostasis. Our finding that Mg-deficiency increased leaf expression of *TCP-1/cpn60 chaperonin family protein* targeted by 5742 (Table 2) agrees with the report that the abundances of several HSPs were increased in Mg-deficient *C. sinensis* leaves (Peng et al., 2015).

Our finding that *miR395* was induced in Mg-deficient leaves (Table 2) agrees with the report that *miR395* in *Arabidopsis* leaves was enhanced by S-deficiency. 

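MiR395 increased from 64 counts (2.88 TPM) in the Mg-sufficient library to 73994 counts (3640 TPM) in the Mg-deficient library. Its log2 ratio was 10.30 (95% interval, 9.95 to 10.68), and it was 1264-fold higher. The sequence listed for it, GTGAAGTGTTCGGATCGCC, is near-identical to that of miR1077, TTGAAGTGTTCGGATCGCGGC. MiR1077 increased from 22 counts (0.990 TPM) to 74084 counts (3644 TPM), a log2 ratio of 11.85 (11.25 to 12.52). In the Mg-deficient library, the counts of these names differed by less than the counting error, and the values of both are therefore uncertain. Summed over both names, the log2 ratio was 10.88. The citrus gene table holds a miRNA gene named miR395, but the listed sequence was not compared with that gene. Whether the counted reads come from it was therefore not tested.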

MiR395 targets *APS1, APS2, APS4* and *sulfate transporter 2;1* (*SULTR2;1*). Their transcripts were decreased in transgenic *Arabidopsis* over-expressing *miR395* accompanied by increased accumulation of S in the shoot but not in the root. MiR395 might play a role in the regulation of plant S accumulation and allocation by targeting *APS* and *SULTR2;1* (Liang et al., 2010). As expected, the expression of *APS4* and *SULTR2;1* was down-regulated in Mg-deficient leaves (Table 2). Therefore, Mg-deficiency-induced up-regulation of leaf *miR395* might contribute to the homeostasis of S in plants, which agrees with our data that Mg-deficiency did not significantly affect S concentration in *C. sinensis* roots, stems and leaves (Xu, 2015). However, the expression of *APS1* was up-regulated in Mg-deficient leaves (Table 2). Also, *K*^+^ *uptake transporter 3* (*KUP3*), a target gene of miR395 was inhibited in Mg-deficient leaves (Table 2). Kim et al. (1998) showed that *AtKUP3* transcripts increased in K^+^-starved *Arabidopsis* roots. Because K concentration was higher in Mg-deficient *C. sinensis* roots, stems and leaves than in controls (Xu, 2015), the down-regulation of *KUP3* might provide an adaptive strategy of plants to Mg-deficiency by lowering K uptake, thus maintaining nutrient balance. Thus, it is reasonable to assume that miR395 played a role in the maintenance of S and K homeostasis.

Study showed that *Arabidopsis phosphate 1* (*PHO1*; At3g23430) played a role in the regulation of P homeostasis through the phosphate (Pi) loading to the xylem (Wang et al., 2004). The *pho1* mutant of *Arabidopsis* had ca. 95% less Pi and 50–75% less total P in shoots than wild-type plants (Poirier et al., 1991). 

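MiR1160 (TGAAGGAAGCAGTAGTGGAT) had 11 counts in the Mg-sufficient and 413 counts in the Mg-deficient library. It was 41.0-fold higher, with a log2 ratio of 5.36 (95% interval, 4.50 to 6.37). The name has no miRNA gene in the citrus gene table.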

As shown in Table 2, the expression levels of both *miR1160* and its target gene *PHO1* were enhanced in Mg-deficient leaves. The up-regulation of *PHO1* might be advantageous to alleviating Mg-deficiency-induced decrease in leaf P level, since Mg-deficient *C. sinensis* plants accumulated less P in roots, stems and leaves than controls (Xu, 2015).

Both leaf *miR8019* and its target gene: *proton pump interactor 1* (*PPI1*) were induced by Mg-deficiency (Table 2). 

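MiR8019 (AAAAGAAGACCCTTTTGAGCTTG) was found at 2.12 TPM (47 counts) in the Mg-sufficient library and at 177 TPM (3599 counts) in the Mg-deficient library. This is an 83.7-fold increase, with a log2 ratio of 6.39 (95% interval, 5.97 to 6.83). The name has no miRNA gene in the citrus gene table.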

Anzi et al. (2008) showed that PPI1 stimulated *in vitr*o activity of plasma membrane (PM) H^+^-ATPase. Thus, its activity might be enhanced in these leaves. This agrees with the previous reports that Fe-deficiency strongly increased PM H^+^-ATPase activity in cucumber roots (Dell'Orto et al., 2000), and that P-deficient soybean roots had increased PM H^+^-ATPase activity (Shen et al., 2006), because the concentrations of P and Fe were lower in Mg-deficient roots, stems and leaves than in controls (Xu, 2015).

*MiR1533* was up-regulated in Mg-deficient leaves and its target gene: *ALBINA 1* encoding the CHLD subunit of the Mg-chelatase involved in Chl biosynthesis, was down-regulated in these leaves (Table 2). This implied that Chl biosynthesis might be impaired, thus decreasing leaf Chl concentration and accelerating leaf senescence. This agrees with our data that *senescence associated gene 18* targeted by 5821 was up-regulated in Mg-deficient leaves (Table 2) and previous reports that Mg-deficient citrus leaves had lower Chl concentration (Tang et al., 2012; Yang et al., 2012).

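Counts of miR1533 (ATAATAAAAATAGATCATGTG) increased from 18 in the Mg-sufficient to 335 in the Mg-deficient library. The increase was 20.3-fold, a log2 ratio of 4.35 (95% interval, 3.66 to 5.12). The name has no miRNA gene in the citrus gene table.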

Leaf *miR6426* was up-regulated and its target genes: *laccase 17* and *sigma factor E* (SIGE, SIG5) were down-regulated by Mg-deficiency (Table 2). 

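For miR6426 (AGTGGAAGATGGAAGTGTAGA), 188 counts (8.46 TPM) were found in the Mg-sufficient library and 3403 counts (167 TPM) in the Mg-deficient library. It was 19.8-fold higher, and its log2 ratio was 4.31 (95% interval, 4.09 to 4.53). The name has no miRNA gene in the citrus gene table.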

The down-regulation of *laccase 17* might be advantageous to the maintenance of Cu homeostasis (Abdel-Ghany and Pilon, 2008), because Cu concentration was lower in Mg-deficient leaves than in controls (Xu, 2015). Studies showed that *laccase* down-regulation caused an increase in total phenolic content in poplar (Ranocha et al., 2002), and that Mg and Cu concentrations were negatively correlated with total phenols in beech (*Fagus sylvatica*) leaves (Påhlsson, 1989). Thus, it is reasonable to assume that Mg-deficient citrus had higher concentration of total phenols. Kanamaru and Tanaka (2004) demonstrated that *SIG5* was induced by various stresses and might contribute to the repair of damaged photosystem II (PSII) in higher plants. The down-regulation of *SIG5* indicated that PSII might be damaged in Mg-deficient leaves (Tang et al., 2012; Yang et al., 2012).

Mg-deficient leaves had lower expression level of *miR3946* and its target genes: *glycogen/starch synthases* (orange1.1g009139m) involved in starch biosynthesis and *phosphoenolpyruvate carboxylase (PEPC) 2* involved in organic acid metabolism were up-regulated in these leaves (Table 2). This agrees with our reports that Mg-deficient *C. sinensis* leaves had higher or similar concentrations of starch, glucose, fructose and sucrose, higher activities of pyruvate kinase (PK) and PEPC, and enhanced organic acid metabolism and respiration, which was considered to be an adaptive response to Mg-deficiency by providing energy to maintain the basic metabolic processes in Mg-deficient leaves with lower photosynthetic rate (Yang et al., 2012, 2013; Peng et al., 2015). 

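MiR3946 decreased from 235 counts (10.6 TPM) in the Mg-sufficient library to 48 counts (2.36 TPM) in the Mg-deficient library, and was 4.48-fold lower. The log2 ratio was -2.16 (95% interval, -2.64 to -1.71), with p = 9.11e-28 in the one-sided Audic-Claverie exact test between the 2 libraries. With the total count of known miRNAs as the library size, the log2 ratio was -1.53.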

Mg-deficiency-induced up-regulation of *phosphatidylinositol 3- and 4- kinase* involved in lipid metabolism agrees with our report that the abundances of two protein species involved in lipid metabolism were enhanced in Mg-deficient *C. sinensis* leaves, thus contributing to the tolerance of plants to Mg-deficiency (Peng et al., 2015). Similarly, the expression level of the lipid metabolism-related gene, *lipase class 3 family protein* targeted by miR158 was up-regulated in Mg-deficient leaves due to decreased expression levels of their miRNAs (Table 2). Therefore, lipid metabolism might be up-regulated in Mg-deficient leaves. BAT1, a bidirectional amino acid transporter in *Arabidopsis* could be involved in amino acid export from the phloem into sink tissues (Dündar and Bush, 2009). Recently, Ladwig et al. (2012) showed that *SIAR1*, encoding a BAT from *Arabidopsis*, played an important role in organic N allocation and particularly in amino acid homeostasis in developing siliques. Mutant alleles of *SIAR1* displayed more accumulation of anthocyanins and lower concentration of amino acids in the early stages of silique development. The up-regulation of *BAT1* agrees with the report that Mg-deficient spinach leaves displayed more accumulation of amino acids (Fischer et al., 1988). The basic helix-loop-helix (bHLH) proteins, a large superfamily of transcription factors (TFs) involved in DNA binding, play key roles in plant development and environmental responses (Hudson and Hudson, 2015). Huang et al. (2013) suggested that a *bHLH* of *P. trifoliata* might play a key role in cold tolerance *via* positively regulating peroxidase-mediated ROS scavenging. Vorwieger et al. (2007) reported that two *Arabidopsis bHLH TF* were strongly induced by Fe-deficiency. Long et al. (2010) observed that *POPEYE* encoding a bHLH TF was induced by Fe-deficiency, concluding that POPEYE might play a crucial role in *Arabidopsis* Fe homeostasis. The up-regulation of *bHLH DNA-binding superfamily protein* genes (AT2G46810.1 and AT4G21330.1) targeted by miR3946 and miR5158 in Mg-deficient leaves (Table 2) agrees with the report that Mg-deficiency decreased root, stem and leaf concentration of Fe (Xu, 2015).

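MiR535 (TGACAATGAGAGAGAGCACAC) had 185022 counts (8327 TPM) in the Mg-sufficient and 57065 counts (2807 TPM) in the Mg-deficient library. It was 2.97-fold lower, and its log2 ratio was -1.57 (95% interval, -1.58 to -1.56). This call depended on the scaling of the libraries. The log2 ratio was -1.23 with edgeR's TMM normalization, -1.20 with DESeq2's size factors and -0.93 with the total count of known miRNAs, short of the threshold in each, and was -1.83 with the totals of Table 1.

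**Figure D3:**
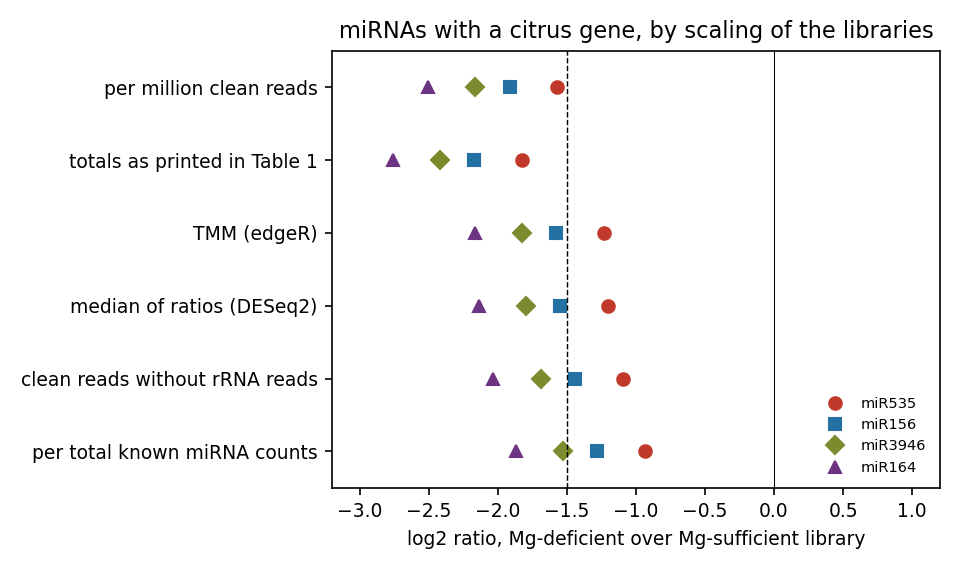
Log2 ratio of the Mg-deficient to the Mg-sufficient library for miR535, miR156, miR3946 and miR164 under 6 scalings of the libraries, of which that without rRNA reads was chosen after the data were seen. The dashed line marks -1.5, and miR535 lies to its right in 4 of the 6 scalings, miR156 in 2, miR3946 and miR164 in 0.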

The expression level of *miR535* was decreased in Mg-deficient leaves (Table 2), as obtained on drought potato leaves (Zhang et al., 2014) and *Xanthomonas axonopodis* pv. manihotis inoculated cassava leaves (Pérez-Quintero et al., 2012). MiR535 was predicted to target genes encoding cytochrome P450, family 714, subfamily A, polypeptide 1 in citrus (Table 2), disease resistance family protein, pectinesterase family protein, zinc ion binding, MLP-LIKE PROTEIN 423 and leucine-rich repeat transmembrane protein kinase, putative in cassava (Pérez-Quintero et al., 2012) and MYB domain-containing protein in potato (Zhang et al., 2014), which are involved in the regulation of various physiological processes. Thus, miR535 might play a role in the tolerance of plants to (a)biotic stresses.

As shown in Table 2, leaf *miR5561* was repressed and its target gene *G-box binding factor 1* (*GBF1*) was induced by Mg-deficiency. 

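MiR5561 (CATAAGAGAGAGAGCATAGACAA) had 457 counts (20.6 TPM) in the Mg-sufficient library and 2 counts in the Mg-deficient library, and was at least 139-fold lower. The name has no miRNA gene in the citrus gene table.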

Smykowski et al. (2010) observed that *GBF1* negatively regulated the expression of *catalase2*, and that *gbf1 Arabidopsis* mutants had a delayed senescence phenotype and postponed expression of senescence-associated genes. Mg-deficiency-induced up-regulation of *GBF1* agrees with our above inference that Mg-deficiency accelerated leaf senescence, and that our report that Mg-deficient *C. sinensis* and *C. grandis* leaves had lower catalase (CAT) activity compared with controls (Yang et al., 2012).

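In the Mg-sufficient library, 603 counts (27.1 TPM) of miR779 (TCTGCTCATAGATTGTCTGCTCAT) were found, against 2 counts in the Mg-deficient library. Set against 3 counts, miR779 was at least 184-fold lower. No miRNA gene of this name is in the citrus gene table.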

*MiR779* was down-regulated and all its target genes except for *protein tyrosine kinase family protein* were induced in Mg-deficient leaves (Table 2). Expansins are essential for cell enlargement and cell wall loosening during many developmental processes in plants. Choi et al. (2003) showed that expansins participated in enhancing plant growth by mediating cell wall loosening. Evidence shows the involvement of expansions in plant tolerance to abiotic stresses including dehydration (Dai et al., 2012), heat (Xu et al., 2014) and salt (Lü et al., 2013). Thus, the up-regulation of *expansin A8* might have a positive role in plant Mg-deficiency tolerance. Through the interaction existing between Mg^2+^ and ${\text{NH}}_{4}^{+}$ in the absorption process, ${\text{NH}}_{4}^{+}$ levels would increase in Mg-deficient plants, thus leading to ${\text{NH}}_{4}^{+}$ toxicity, which could be reversed by increasing Mg supply (Lasa et al., 2000). *Ammonium transporter 1;1* (*AMT1;1*) transgenic rice had enhanced N use efficiency, growth and yield under optimal and suboptimal ${\text{NH}}_{4}^{+}$ conditions (Ranathunge et al., 2014). Thus, the up-regulation of *AMT2* might be an adaptive response of plants to Mg-deficiency. Similarly, the expression levels of the other transport-related genes targeted by miR395 and miR1077 (*SecY protein transport family protein*), miR1160 *(PHO1*), miR8019 (*PPI1*), and miR3946 (*BAT1*) were up-regulated in Mg-deficient leaves (Table 2). This agrees with our report that only two up-regulated protein species involved in protein transport were detected in Mg-deficient leaves, and that transport of proteins might be enhanced in Mg-deficient leaves (Peng et al., 2015). By contrast, the expression levels of *miR5821, miR395, miR946, miR1160*, and *miR6218* were increased in Mg-deficient leaves, and their some target genes related to transport [i.e., *cation efflux family protein, K*^+^ *uptake transporter 3* (KUT3), *transporter associated with antigen processing protein 1, mitochondrial substrate carrier family protein* and *glutamate receptor 5* (*GLR5*)] were down-regulated in these leaves. Therefore, the transport of some substances might be down-regulated in Mg-deficient leaves.

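Neither miR5821 nor miR946 had a count in the Mg-sufficient library. In the Mg-deficient library, miR5821 had 379 counts (18.6 TPM) and was at least 138-fold higher, and miR946 had 255 counts (12.5 TPM) and was at least 92.9-fold higher. MiR6218 increased from 30 to 393 counts, a log2 ratio of 3.84 (95% interval, 3.30 to 4.43). None of these 3 names has a miRNA gene in the citrus gene table.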

## Conclusions

Using Illumina sequencing, we isolated 691 known and 113 novel miRNAs from Mg-deficient and -sufficient citrus leaves. A miRNA was considered differentially expressed when it had both a fold-change of more than 1.5 and a *P*-value of less than 0.01. Based on the two criteria, we obtained 75 (73 known and 2 novel) up-regulated and 71 (64 known and 7 novel) down-regulated miRNAs from Mg-deficient leaves. This indicated that *C. sinensis* leaves owned remarkable metabolic plasticity, which might contribute to Mg-deficiency tolerance of plants. As shown in Figure 4, a possible model for the responses of leaf miRNAs to Mg-deficiency was proposed *via* integrating the present findings with the data available on the previous reports. 

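MiR5742 had 453 counts in the Mg-sufficient and 56 counts in the Mg-deficient library, a log2 ratio of -2.89 (95% interval, -3.32 to -2.48). MiR5256 had 271 and 27 counts, a log2 ratio of -3.20 (-3.83 to -2.63). MiR5158 had 465 and 7 counts, a log2 ratio of -5.93 (-7.25 to -4.87). The sequence listed for miR5158, TGAGACGGGATGAGATGAGAT, is near-identical to that of miR6195, which had 797 and 544 counts, and the log2 ratio of the sum of both was -1.07, no longer past the threshold.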

The adaptive responses of leaf miRNAs to Mg-deficiency might include following several aspects: (*a*) inducing stress-related genes by repressing *miR164, miR7812, miR5742, miR3946*, and *miR5158*; (*b*) up-regulating transport-related genes; (*c*) increasing the expression of genes related to lipid metabolism by inhibiting *miR158, miR5256*, and *miR3946* expression; (*d*) activating cell wall-related gene *expansis 8A* by down-regulating *miR779*; and (*e*) down-regulating the expression of genes involved in the maintenance of S, K and Cu by up-regulating *miR395* and *miR6426*. To sum up, we identified some new known miRNAs (i.e., miR7812, miR8019, miR6218, miR1533, miR6426, miR5256, miR5742, miR5561, miR5158, and miR5818) responsive to nutrient deficiencies and obtained some candidate miRNAs that might contribute to Mg-deficiency tolerance of *C. sinensis* plants. 

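By sequencing, 4 of these 10 miRNAs were higher and 6 were lower in the Mg-deficient library. The number with at most 3 counts in 1 library was 1 (miR5561), and 0 of the 10 had a miRNA gene of the same name in the citrus gene table. MiR5818 decreased from 507 counts (22.8 TPM) to 15 counts (0.738 TPM), with a log2 ratio of -4.95 (95% interval, -5.80 to -4.21). The log2 ratio of miR5158 was no longer past the threshold when its counts were summed with those of miR6195, a near-identical name.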

Further study is needed to elucidate the roles of these candidate miRNAs in responses to Mg-deficiency, which will be useful to us for obtaining the key miRNAs for plant Mg-deficiency tolerance.

**Figure 4:**
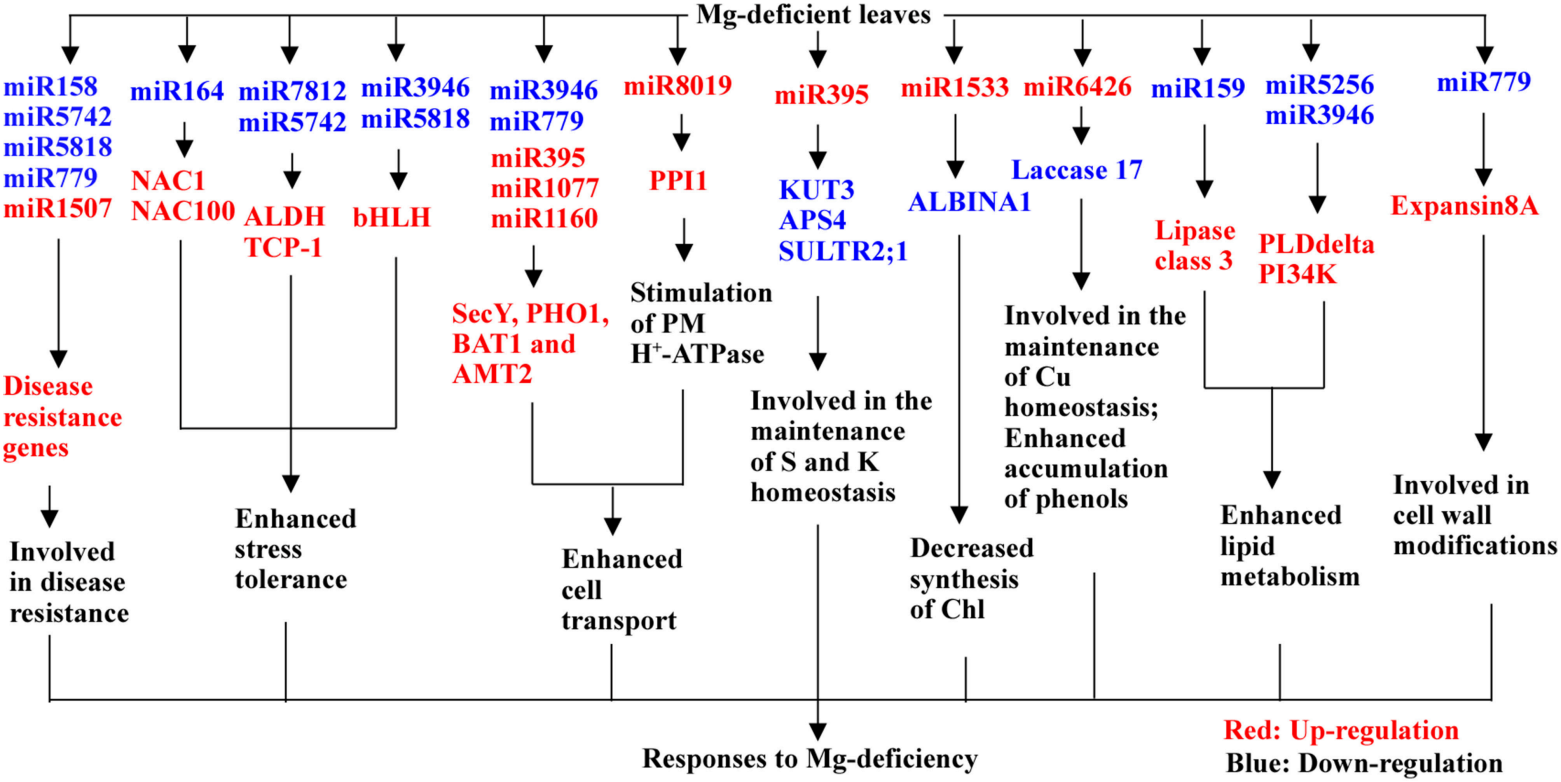
**A potential model for responses of *C. sinensis* leaf miRNAs to Mg-deficiency**. AMT2, ammonium transporter 2; BAT1, bidirectional amino acid transporter 1; PI34K, phosphatidylinositol 3- and 4- kinase; PLD delta, phospholipase D delta.

## Data access

RNAseq are submitted to Gene Expression Omnibus (GEO) under accession number GSE75758 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE75758).

## Author contributions

CM carried out most of the experiments and drafted the manuscript; YQ participated in the design of the study. WL participated in data analysis. LY directed the study; YL participated in qRT-PCR analysis; PG participated in data analysis; XY determined leaf Mg concentration. LC designed and directed the study and revised the manuscript. All authors edited the manuscript.

## Funding

Our work was funded by the earmarked fund for China Agriculture Research System (No. CARS-27).

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: MicroRNA Regulatory Mechanisms on Citrus sinensis leaves to Magnesium-Deficiency
**Source:** Front Plant Sci. 2016 Mar 4;7:201. doi: 10.3389/fpls.2016.00201
**Supplement:** Supplementary file 1

**Supplementary Material**

**Table S1 | Stem loop primer sequences for qRT-PCR analysis of miRNAs.**

| miRNA | Sequence | RT-primer (5'→3') | Forward primer (5'→3') |
| --- | --- | --- | --- |
| miR395 | GTGAAGTGTTCGGATCGCC | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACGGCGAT | GAG TGC GTG AAG TGT TCG G |
| miR5821 | TGCGGAGGGATGGTGGGAG | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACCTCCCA | CAT GAA TGC GGA GGG ATG G |
| miR1222 | TTAAGAGAGGTCAGTGGTTCA | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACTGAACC | ACC GCC TTA AGA GAG GTC AGT |
| miR6426 | AGTGGAAGATGGAAGTGTAGA | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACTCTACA | GCA GCA GTG GAA GAT GGA AG |
| miR6218 | CGAAAAATCACGAAGACTTGC | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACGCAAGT | CGG CGC GAA AAA TCA CGA AG |
| miR8019 | AAAAGAAGACCCTTTTGAGCTTG | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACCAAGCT | GCG CGC AAA AGA AGA CCC TTT TG |
| miR946 | TGTGGAATAGAAGGGCTGAGT | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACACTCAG | GCC GCT GTG GAA TAG AAG GG |
| miR1160 | TGAAGGAAGCAGTAGTGGAT | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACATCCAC | GCG CCG TGA AGG AAG CAG TA |
| miR1507 | TCTTCATTCCACACGTCGTCT | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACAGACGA | CAG GCT CTT CAT TCC ACA CG |
| miR1533 | ATAATAAAAATAGATCATGTG | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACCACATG | CGCCGCGATAATAAAAATAGATCATGTG |
| miR833 | TGATTTGTTGATAATCGGCTCAGT | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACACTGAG | CGGTGATTTGTTGATAATCGGCTCAG |
| miR1077 | TTGAAGTGTTCGGATCGCGGC | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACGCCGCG | CGA GCG TTG AAG TGT TCG GAT |
| miR3946 | GTGTAGAGAGAGAGAGAGAGACAC | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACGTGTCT | CGG AAG TGT AGA GAG AGA GAG AG |
| miR779 | TCTGCTCATAGATTGTCTGCTCAT | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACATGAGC | CCGTCTGCTCATAGATTGTCTGCTC |
| miR5742 | CCAAATCAGATGGTCGCGGAT | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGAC ATCCGC | AGA GCC CCA AAT CAG ATG GTC |
| miR5256 | ATATAGGATTATGAAGATTAA | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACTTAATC | GCGGCGATATAGGATTATGAAG |
| miR5818 | TCGAACTGAGAGGCACAGGTT | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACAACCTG | GCA GCT CGA ACT GAG AGG CA |
| miR7812 | ATGTTAGGAAATTGATGGGTG | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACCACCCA | GCC CGG CATG TTA GGA AAT TGA |
| miR156 | TTGACAGAAGAGAGTGAGCAC | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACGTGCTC | CTCGTTGACAGAAGAGAGTGAGCAC |
| miR158 | TTCAAAACTGTTAGACAAAGC | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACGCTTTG | GCG GCG GTT CAA AAC TGT TAG A |
| miR164 | TGGAGAAGCAGGGCACGTGCA | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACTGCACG | GAA GCT GGA GAA GCA GGG CA |
| miR535 | TGACAATGAGAGAGAGCACAC | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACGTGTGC | GCG CGT GAC AAT GAG AGA GA |
| miR782 | ACAAACAGAGTTGGATTTCTT | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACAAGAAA | GCG ACG ACA AAC AGA GTT GGA |
| miR5561 | CATAAGAGAGAGAGCATAGACAA | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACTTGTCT | GCGGCCATAAGAGAGAGAGCATA |
| miR5158 | TGAGACGGGATGAGATGAGAT | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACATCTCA | AGCGTGAGACGGGATGAGATGA |
| miR1104 | CGCAGCTGTTCGTCTTTCCC | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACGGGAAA | TTCTGCGCAGCTGTTCGTC |
| miR5493 | ACCGGGCTCGAGCGACGCGTG | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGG ATACGACCACGCG | ATGTAACCGGGCTCGAGCGA |
| miR5760 | TGTTTAAGATAGTTTGTAAGGAT | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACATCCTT | GCGGCCTGTTTAAGATAGTTTGT |
| miR5666 | AGGGACATAGAGACATTTACT | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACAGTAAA | CAGCAGAGGGACATAGAGACA |
| miR3443 | GTGCGTTTGAGATTGAGGTT | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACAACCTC | CGGCGGTGCGTTTGAGATT |
| miR7730 | ATGAACACGGCACGATTGAAGTTAT | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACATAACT | GACGACATGAACACGGCACGATTGA |
| miR1135 | TTCGCTCAAGTAATTCTGACGGA | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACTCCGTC | GCGCCTTCGCTCAAGTAATTCT |
| miR4351 | ATTGGGAGTGTGCAGTGGGAGTGG | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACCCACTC | GCGATATTGGGAGTGTGCAGTGG |
| miR5073 | GATTGGTGAACGGCAGAAGTATTT | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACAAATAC | GCAGTGATTGGTGAACGGCAGAA |
| miR4397 | TGTCTAAGAGTGTGGCGACATTAC | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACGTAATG | GACGACTGTCTAAGAGTGTGGCGA |
| miR5525 | TCAATCCTTGTGGAGACGATCTGA | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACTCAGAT | GACGACTCAATCCTTGTGGAGACG |
| miR1516 | AAAGTTGGGACTTGAGGAGGCGGT | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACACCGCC | GACGCAAAGTTGGGACTTGAGGA |
| miR5574 | TTTAAATAGAACTCTAAAAGA | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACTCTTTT | GCCGCCTTTAAATAGAACTCT |
| miR5832 | TTGGCGGAGCGATTTGTC | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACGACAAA | GAACAGTTGGCGGAGCGA |
| Common reverse primer | | CAGTGCAGGGTCCGAGGT (5'→3') |  |
|  |  |  |  |
|  |  | Reverse primer (5'→3') | Forward primer (5'→3') |
| Actin |  | GCTTGGAGCAAGTGCTGTGATT | AGAACTATGAACTGCCTGATGGC |

**Table S2 | Specific primer pairs used for qRT-PCR expression analysis of selected miRNA target genes.**

**Table S3 | List of *known miRNAs* in *Citrus sinensis* leaves.**

** and ** indicate a significant difference at P < 0.05 and P < 0.01, respectively.*

**Table S4 | List of known miRNAs in *Citrus sinensis* leaves after removing these miRNAs with normalized read-count less than 10 TPM in the two miRNA libraries constructed from Mg-sufficient and -deficient leaves.**

** and ** indicate a significant difference at P < 0.05 and P < 0.01, respectively.*

**Table S5 | List of novel miRNAs in *Citrus sinensis* leaves.**

** and ** indicate a significant difference at P < 0.05 and P < 0.01, respectively.*

**Table S6 | List of novel miRNAs in *Citrus sinensis* leaves after removing these miRNAs with normalized read-count less than 10 TPM in the two miRNA libraries constructed from Mg-sufficient and -deficient leaves**

| **miRNA** | ***Sequence*** | **Expressed** | | **Normalized read count** | | **Fold change** |
| --- | --- | --- | --- | --- | --- | --- |
| **Control** | **Mg-deficiency** | **Control** | **Mg-deficiency** |
| ***Up-regulated miRNAs*** | |  |  |  |  |  |
| novel_mir_96 | GTTCTCAGGTCGCCCCTGTGGGA | 0 | 11218 | 0.01 | 551.8494 | 15.75198699** |
| novel_mir_64 | TTTTGTTGCATGATGCTGATAA | 0 | 285 | 0.01 | 14.0201 | 10.45328092** |
| novel_mir_117 | AGATCATCTGGCAGTTTCACC | 167 | 378 | 7.5161 | 18.595 | 1.30685858** |
| novel_mir_50 | TTGTGGTAGATTGTTTGCTTA | 530 | 977 | 23.8536 | 48.0618 | 1.01068367** |
|  |  |  |  |  |  |  |
| ***Down-regulated miRNAs*** | |  |  |  |  |  |
| novel_mir_252 | TCCCTACTCCACCCATGCCATA | 1926 | 0 | 86.6832 | 0.01 | -13.08153679** |
| novel_mir_252 | TTGAGCCGCGTCAATATCTCC | 579 | 0 | 26.059 | 0.01 | -11.34756593** |
| novel_mir_250 | TAGATAACGGATTAACGGCTA | 368 | 0 | 16.5625 | 0.01 | -10.6937047** |
| novel_mir_233 | AGCAGGAAAGTGGCTGGTTGA | 309 | 0 | 13.9071 | 0.01 | -10.44160584** |
| novel_mir_132 | GTGACAGAAGATAGAGAGCGC | 24996 | 2801 | 1124.9907 | 137.7902 | -3.02936789** |
| novel_mir_188 | TACAAACTGACGTGGCATGAT | 5479 | 1227 | 246.5924 | 60.3601 | -2.03046124** |
| novel_mir_71 | TTGACATGTGCACAGTCGGAC | 297 | 84 | 13.367 | 4.1322 | -1.69369372** |
| novel_mir_11 | ATGGGGAGTAGCTGCGCGGTG | 2651 | 1097 | 119.3131 | 53.9649 | -1.1446592** |
| novel_mir_177 | GCTCAAGAATGCCGTGGGAAA | 364 | 158 | 16.3825 | 7.7725 | -1.07570491** |
| novel_mir_20 | GGTCATGGGAGGATTGGCGAGA | 61380 | 28066 | 2762.5192 | 1380.6565 | -1.00063006** |
|  |  |  |  |  |  |  |
| ***Equally expressed miRNAs*** | |  |  |  |  |  |
| novel_mir_127 | AGGGACAAGCTAAAAGACCAA | 690 | 1254 | 31.0547 | 61.6883 | 0.99018526 |
| novel_mir_101 | GATGCCTCATCTCGGACACC | 168 | 297 | 7.5611 | 14.6104 | 0.95032764 |
| novel_mir_173 | TCAAGGAGCGCACGAACGGTT | 383 | 627 | 17.2376 | 30.8441 | 0.83943563 |
| novel_mir_121 | CTGACAGCGGCTGTACTGTAGT | 2403 | 3260 | 108.1514 | 160.3698 | 0.56835015 |
| novel_mir_3 | GGAATGTTGTCTGGCTCGAGG | 480 | 587 | 21.6033 | 28.8764 | 0.41863919 |
| novel_mir_180 | CTGATGAGAGAGCGAATGATA | 343 | 419 | 15.4373 | 20.612 | 0.41706405 |
| novel_mir_58 | TGTTGGAACGGCTCAATCAAA | 1431 | 1673 | 64.4048 | 82.3002 | 0.35372772 |
| novel_mir_142 | AGCAAGCATCCTGGGCTAAT | 326 | 369 | 14.6722 | 18.1523 | 0.30706715 |
| novel_mir_78 | TTGAGAAGTGTAGTATTATTT | 215 | 229 | 9.6765 | 11.2652 | 0.2193157 |
| novel_mir_141 | TCTGTATAGGACAGTTGATGTT | 330 | 162 | 14.8523 | 7.9693 | -0.89816145 |
| novel_mir_10 | TAATATAGGAATAAATTGGACA | 463 | 229 | 20.8382 | 11.2652 | -0.88735774 |
| novel_mir_80 | GGAAACCCTAGGGGGAGGTCG | 560 | 297 | 25.2038 | 14.6104 | -0.78664559 |
| novel_mir_135 | GCAATGCTCTTGAAGGACTAC | 52956 | 28435 | 2383.3817 | 1398.8088 | -0.76881124 |
| novel_mir_128 | CTGGAGACAACTGTGGTACGG | 444 | 293 | 19.983 | 14.4136 | -0.47134247 |
| novel_mir_41 | GTAGATGATGAGTATGCACTG | 306 | 217 | 13.7721 | 10.6749 | -0.36752601 |
| novel_mir_134 | AAGTCATTAGAAGAACTGCCG | 27153 | 20219 | 1222.0704 | 994.6374 | -0.29708481 |
| novel_mir_187 | TGAGGGAAGAGCTTAGAAGG | 1810 | 1451 | 81.4624 | 71.3793 | -0.19062857 |
| novel_mir_184 | AGTAAGATTGTCGTCACACAT | 4703 | 3927 | 211.6671 | 193.1817 | -0.13183861 |
| novel_mir_27 | AGATCATGCGGCAGTTTCACC | 373 | 319 | 16.7875 | 15.6926 | -0.097303 |
| novel_mir_162 | TAATCGTGGGAGACGAAGCTG | 19350 | 17241 | 870.8822 | 848.14 | -0.03817516 |

*** indicates a significant difference at P < 0.05 and P < 0.01.*

**Table S7 | List of Mg-deficiency-responsive known miRNAs in *Citrus sinensis* leaves.**

*** indicates a significant difference at P < 0.05 and P < 0.01.*

**Table S8 | List of Mg-deficiency-responsive novel miRNAs in *Citrus sinensis* leaves.**

| miRNA | *Sequence* | Expressed | | Normalized read count | | Fold change |
| --- | --- | --- | --- | --- | --- | --- |
| Control | Mg-deficiency | Control | Mg-deficiency |
| ***Up-regulated miRNAs*** | |  |  |  |  |  |
| novel_mir_96 | GTTCTCAGGTCGCCCCTGTGGGA | 0 | 11218 | 0.01 | 551.8494 | 15.75198699** |
| novel_mir_64 | TTTTGTTGCATGATGCTGATAA | 0 | 285 | 0.01 | 14.0201 | 10.45328092** |
|  |  |  |  |  |  |  |
| ***Down-regulated miRNAs*** | |  |  |  |  |  |
| novel_mir_243 | TCCCTACTCCACCCATGCCATA | 1926 | 0 | 86.6832 | 0.01 | -13.08153679** |
| novel_mir_252 | TTGAGCCGCGTCAATATCTCC | 579 | 0 | 26.059 | 0.01 | -11.34756593** |
| novel_mir_250 | TAGATAACGGATTAACGGCTA | 368 | 0 | 16.5625 | 0.01 | -10.6937047** |
| novel_mir_233 | AGCAGGAAAGTGGCTGGTTGA | 309 | 0 | 13.9071 | 0.01 | -10.44160584** |
| novel_mir_132 | GTGACAGAAGATAGAGAGCGC | 24996 | 2801 | 1124.9907 | 137.7902 | -3.02936789** |
| novel_mir_188 | TACAAACTGACGTGGCATGAT | 5479 | 1227 | 246.5924 | 60.3601 | -2.03046124** |
| novel_mir_71 | TTGACATGTGCACAGTCGGAC | 297 | 84 | 13.367 | 4.1322 | -1.69369372** |

*** indicates a significant difference at P < 0.05 and P < 0.01.*

**Table S10 | List of target genes for parts of novel miRNAs in *Citrus sinensis* leaves.**

| **miRNA** | **Assession** | **Homology** | **Target genes** |
| --- | --- | --- | --- |
| novel_mir_243 | orange1.1g037138m | AT5G63020.1 | Disease resistance protein (CC-NBS-LRR class) family |
| novel_mir_233 | orange1.1g045509m | AT1G69310.2 | WRKY DNA-binding protein 57 |
| novel_mir_132 | orange1.1g029650m | AT1G53160.1 | Squamosa promoter binding protein-like 4 |
| orange1.1g030599m | AT3G60030.1 | Squamosa promoter-binding protein-like 12 |
| orange1.1g009653m | AT1G69170.1 | Squamosa promoter-binding protein-like (SBP domain) transcription factor family protein |
| orange1.1g010591m | AT1G69170.1 | Squamosa promoter-binding protein-like (SBP domain) transcription factor family protein |
| orange1.1g010621m | AT1G69170.1 | Squamosa promoter-binding protein-like (SBP domain) transcription factor family protein |
| orange1.1g010605m | AT1G69170.1 | Squamosa promoter-binding protein-like (SBP domain) transcription factor family protein |
| orange1.1g010865m | AT1G69170.1 | Squamosa promoter-binding protein-like (SBP domain) transcription factor family protein |
| orange1.1g010873m | AT1G69170.1 | Squamosa promoter-binding protein-like (SBP domain) transcription factor family protein |
| orange1.1g011640m | AT5G43270.2 | Squamosa promoter binding protein-like 2 |
| orange1.1g011651m | AT5G43270.3 | Squamosa promoter binding protein-like 2 |
| orange1.1g011646m | AT5G43270.1 | Squamosa promoter binding protein-like 2 |
| orange1.1g011637m | AT5G43270.3 | Squamosa promoter binding protein-like 2 |
| orange1.1g011635m | AT5G43270.2 | Squamosa promoter binding protein-like 2 |
| orange1.1g011662m | AT5G43270.3 | Squamosa promoter binding protein-like 2 |
| orange1.1g013094m | AT5G43270.1 | Squamosa promoter binding protein-like 2 |
| orange1.1g016391m | AT5G43270.3 | Squamosa promoter binding protein-like 2 |
| orange1.1g016364m | AT5G43270.1 | Squamosa promoter binding protein-like 2 |
| orange1.1g021420m | AT5G50670.1 | Squamosa promoter-binding protein-like (SBP domain) transcription factor family protein |
| orange1.1g032310m | AT2G33810.1 | Squamosa promoter binding protein-like 3 |
| orange1.1g046416m | AT2G42200.1 | Squamosa promoter binding protein-like 9 |
| orange1.1g017256m | AT2G42200.1 | Squamosa promoter binding protein-like 9 |
| orange1.1g016971m | AT5G50570.2 | Squamosa promoter-binding protein-like (SBP domain) transcription factor family protein |

**
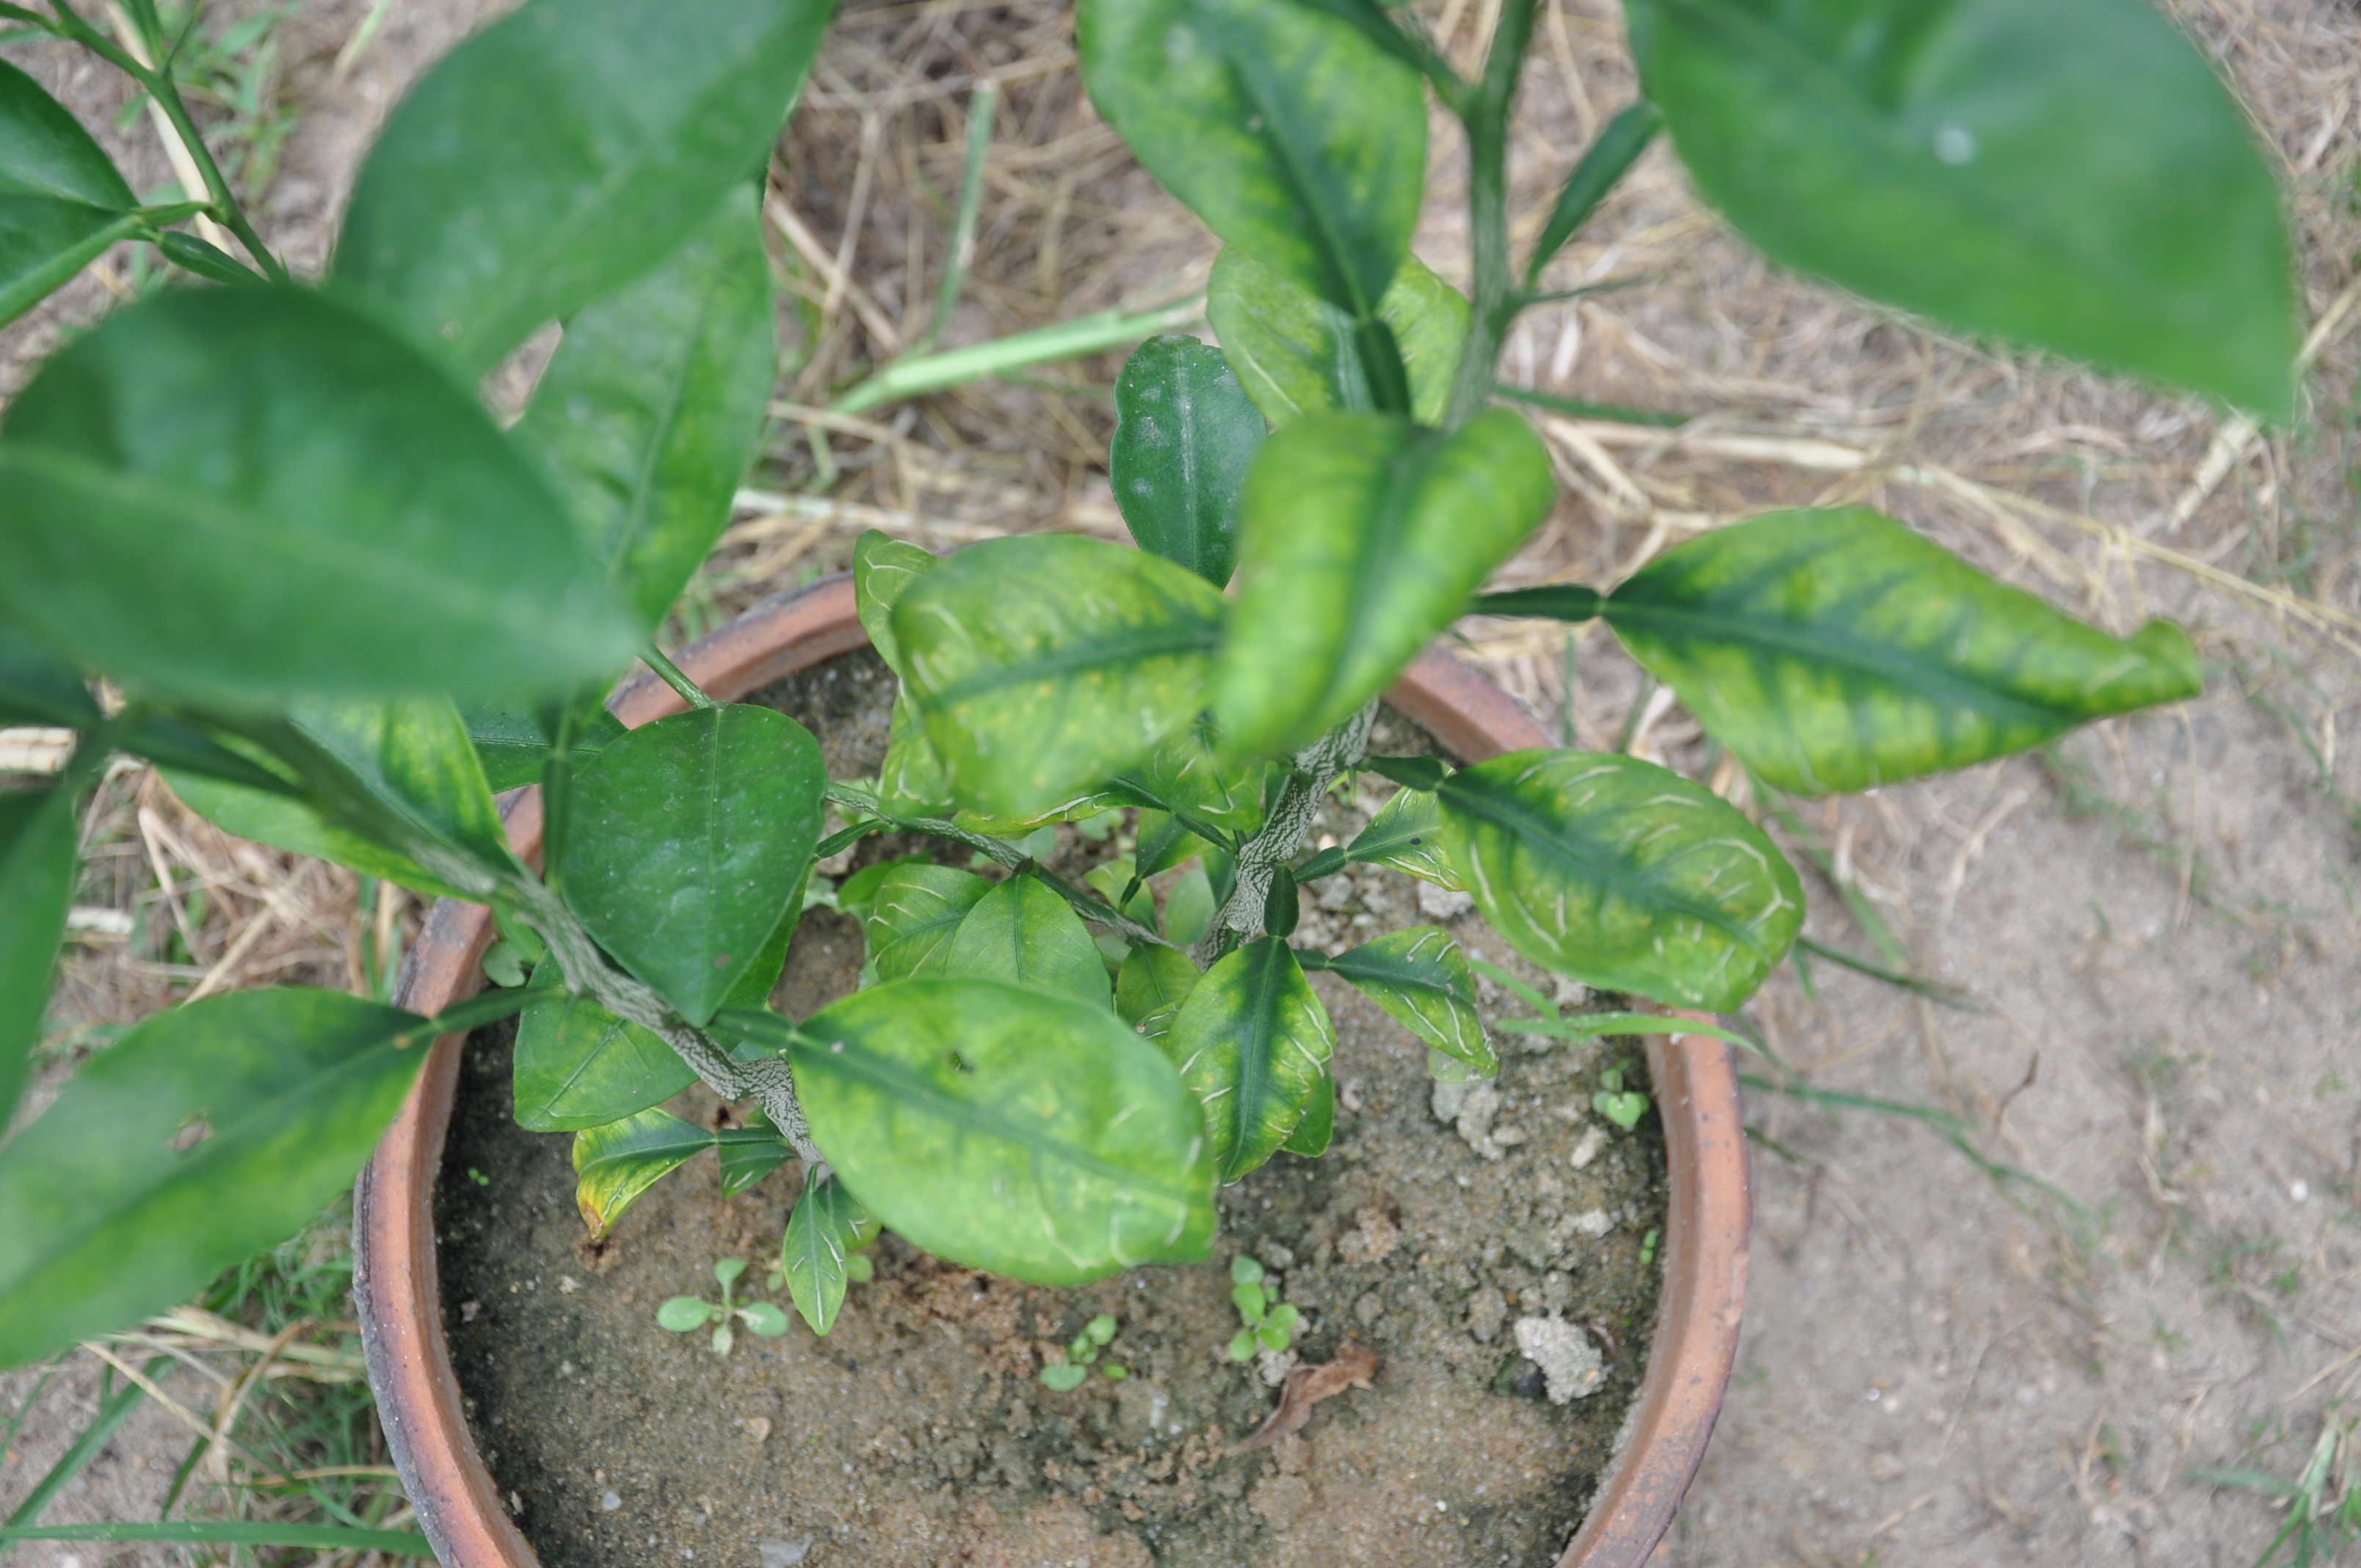
**

**Figure S1 | Fig. 1 Mg-deficient symptoms in *Citrus sinensis* seedlings.**

**Figure S2 | Length distribution of small RNAs from Mg-sufficient and -deficient *Citrus sinensis* leaves.**

How the deposited data were processed for this re-analysis (not part of the article)

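Small RNA was sequenced from 2 libraries of C. sinensis leaves, 1 from seedlings that received 0 mM MgSO4 (Mg-deficient) and 1 from seedlings that received 1 mM MgSO4 (Mg-sufficient) for 16 weeks. Each library came from a mixed sample of 5 plants. The samples were assigned to the treatments by their labels and the paper's methods, and all columns of values per sample in the tables used could be assigned.

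The authors removed adaptors and low-quality reads, mapped the clean reads to the C. sinensis genome, removed reads of rRNA, tRNA, snRNA and snoRNA, matched the remaining reads to known plant miRNAs of miRBase with up to 2 mismatches, and deposited the count of each known miRNA in each library. The authors also deposited values normalized to the clean reads of each library (RPM), the unit that the paper calls TPM, in which a count of 0 is written as 0.01 in the comparison table. The comparison table deposited by the authors holds, for 728 known miRNAs with at least 1 RPM in at least 1 library, the log2 ratio of the Mg-deficient to the Mg-sufficient library and a p-value from the Audic-Claverie formula. How reads that match several names were counted is not named in the paper's text. A read shared by 2 names could have been counted under either or under both, which would move the values of names with near-identical sequences. The miRNAs outside miRBase, which the paper predicts from the genome, were not analysed here.

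From the deposited counts, the normalized read-count was computed with the clean-read totals of the deposited tables, 22218850 for the Mg-sufficient and 20328011 for the Mg-deficient library. A miRNA passed the abundance filter with at least 10 RPM in at least 1 library. It was called when the one-sided tail of the Audic-Claverie formula was below 0.01 and the log2 ratio was beyond 1.5 in either direction. With 1 library per treatment no test with replicates was possible, and the test used compares the reads of the libraries, not the treatments. The 95% intervals (Wilson for shares and normalized read-counts, exact Clopper-Pearson of the split of the counts for log2 ratios, 2000 Poisson resamples for medians) cover counting error only. A miRNA with at most 3 counts in a library has a change given as a lower bound, against 3 counts. This bound leaves out the counting error of a count of 0 to 3, and the interval of the log2 ratio can reach below it. These are 0.135 RPM in the Mg-sufficient and 0.148 RPM in the Mg-deficient library.

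Before the data were examined, the tests, the filter, the thresholds, the rule for the miRNAs named and the alternatives were fixed, apart from those said to be chosen after the data were seen. The miRNAs named are those in the paper's text, Table 2, Table S1 or its figures, the 5 with the highest mean normalized read-count, and the 5 with the largest log2 ratio in each direction among those that passed the filter with more than 3 counts in both libraries, 60 in all. Names outside this rule are said to be chosen after their values were seen. The alternatives were the library totals as printed in Table 1, the total count of known miRNAs, edgeR's TMM normalization and DESeq2's size factors in place of the clean-read totals, all but the first brought to the geometric mean of the clean-read totals; 1 count added to both libraries; no abundance filter, 10 RPM in both libraries or 50 in at least 1; a linear ratio of 1.5 or a log2 ratio of 1 as the threshold; Fisher's exact test, Benjamini-Hochberg adjustment, or edgeR's exact test with an assumed biological coefficient of variation of 0.2 or 0.4; and counts summed over names whose sequences in Table S3 overlap by at least 17 nt with at most 2 mismatches, directly or through another name. Lists of miRNAs were compared with 10000 random lists matched on mean expression, as a description of these libraries.

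The calling rule was tested on simulated data with the means and library sizes of the 1215 known miRNAs, of which 200 with a mean of at least 10 RPM were changed by a log2 ratio of 2.5, in 100 draws. These changes pass the filter and lie well beyond the threshold, so the draws say nothing on miRNAs of lower abundance or on smaller changes. With Poisson counts, 100% of the changed miRNAs were called in the right direction in all draws, and 0 unchanged miRNAs were called. With a biological coefficient of variation of 0.4 added, a median of 88% of the changed miRNAs was called, and a median of 11.1% (4.17 to 19.8% over the draws) of the unchanged miRNAs that passed the filter was called as well. Names of citrus miRNA genes came from the RefSeq gene table of the assembly DVS_A1.0, which is not the build the authors used, so no coordinates were taken from it. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0 were used.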

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

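All tests in this part were chosen after the result was seen. In the deposited counts, 37 known miRNAs were called whose names Table S4 does not list, and the paper does not report on them. Their counts lie above the limit that a count of 0 allows in at least 1 library. Of these, 18 were higher and 19 were lower in the Mg-deficient library, and together they held 2.96% of the known miRNA counts in the Mg-sufficient library and 8.06% in the Mg-deficient library. The copy of Table S3 used here does not list any of the 37 either. It leaves out 38 of the miRNAs with at least 1 TPM in at least 1 library, and the other 1, miR6192, did not pass the abundance filter. Examples, chosen after their values were seen, are miR2199 with 11534 counts in the Mg-sufficient and 104329 in the Mg-deficient library, miR7709 with none and 33461, miR6441 with 22551 and 3, and miR1151 with 15822 and none. MiR6135, with 64167 and 6 counts, and miR2868, with 2438 and 21, were among the largest decreases with more than 3 counts in both libraries.

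An omission unrelated to the difference between the libraries is argued against by the share called, which was 47.7% of the miRNAs that passed the filter and are listed (95% Wilson interval, 42.0 to 53.5%) and 100% of those not listed (lower limit 90.6%). An omission of miRNAs of low abundance is argued against as well, since the median of the larger normalized read-count was 51.7 TPM for the 37 and 39.7 TPM for the listed miRNAs. Nor were the omitted miRNAs only those nearly absent from a library, since 19 of the 37 had more than 3 counts in both and 53 listed miRNAs that were called had at most 3 in 1 of them. Names without an annotated citrus miRNA gene do not explain the omission either, since 255 listed miRNAs that passed the filter have none. What stays open is a selection that depended on the change itself, such as the removal of some differentially expressed miRNAs on grounds that the tables do not hold, and a response of these miRNAs to Mg-deficiency. Neither was tested, and with 1 library per treatment a response cannot be separated from any other difference between the libraries.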

How the results depend on the processing

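The alternatives chosen only after the result was seen are the doubled p-value, the restriction to the names of Table S4, the scaling without rRNA reads, and both limits on the miRNAs found. No paired analysis was possible because each treatment had 1 library. The alternatives for the miRNAs outside miRBase were not run, since these miRNAs were not analysed here.

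The numbers of 91 miRNAs called higher and 83 called lower stayed within 1.5 times under every scaling, 1 added count and the summed near-identical names. The same held under Fisher's exact test, the Benjamini-Hochberg adjustment, the doubled p-value and the assumed coefficients of variation. It also held with a log2 threshold of 1 and the restriction to Table S4. Over all of these, 73 to 102 were called higher and 64 to 97 lower. No miRNA that passed the filter lay beyond the log2 threshold with a p-value at or above 0.01. The log2 ratio alone therefore decided the calls. The unchanged numbers under Fisher's exact test, the Benjamini-Hochberg adjustment and the doubled p-value thus say little on stability. Both numbers moved further with other filters, and with the linear threshold only the number called lower did. Without an abundance filter, 226 were called higher and 308 lower. With 10 TPM in both libraries, 11 were called higher and 8 lower, and with 50 TPM in at least 1 library 49 and 23, so that the share higher went from 52.3 to 68.1%. These filters passed 149 and 147 miRNAs in place of 324. A limit in both libraries takes out by construction the miRNAs that are low in 1 library, and with them most large changes, so the calls lost under it say little on their stability. The cause of the other share higher with 50 TPM was not tested. With a linear ratio of 1.5 as the threshold, 110 were called higher and 129 lower, which follows from the wider range of ratios. Summing near-identical names gave 2 called miRNAs the other direction. The number of known miRNAs found fell from 1215 to 728 with at least 1 TPM in at least 1 library and to 745 with more than 20 counts, as fewer miRNAs meet either limit. The qRT-PCR set had 36 of 39 miRNAs in the same direction under each scaling tried. This says nothing on stability, because no scaling tried could change a direction. The smallest log2 ratio of the 39 was 1.57 in absolute value, and the largest shift by a scaling was 0.63.

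The median log2 ratio of the miRNAs that passed the filter depended on the scaling, including its sign. It was -0.30 with the clean-read totals, 0.34 with the total count of known miRNAs, 0.0429 with TMM, 0.0724 with DESeq2's size factors, 0.18 without rRNA reads and -0.55 with the totals of Table 1, under which 332 miRNAs passed the filter, with a median of -0.61. It was -0.48 without a filter, -0.14 with 50 TPM in at least 1 library and -0.26 with near-identical names summed. Directions of small changes therefore hold only relative to a scaling. The median of 4 miRNAs the Introduction links to Cu-deficiency was 0.71 and moved beyond its counting interval only with the total count of known miRNAs, to 1.35. That of the P-limitation miRNAs, 0.04, was 0.68 with the total count of known miRNAs, 0.38 with TMM, 0.41 with DESeq2's size factors and -0.21 with the totals of Table 1. Each scaling shifts all log2 ratios alike, apart from those with a count of 0.

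Of the 60 miRNAs named, 4 reversed, none of which was called. MiR408 went from 0.04 to -0.21 with the totals of Table 1. With the total count of known miRNAs, miR159 went from -0.41 to 0.23, miR166 from -0.63 to 0.00297 and miR827 from -0.18 to 0.45. MiR827 was also at 0.16 with TMM, 0.18 with DESeq2's size factors and 0.29 without rRNA reads, where miR159 was at 0.0631. Of the 47 named miRNAs that were called, 43 lost their call with 10 TPM in both libraries, 22 with 50 TPM in at least 1 library, 5 with an assumed coefficient of variation of 0.4 and 2 with the restriction to Table S4. Under the other scalings or with summed names, miR398 lost its call with the totals of Table 1 (1.34), miR156 with the total count of known miRNAs (-1.28) and without rRNA reads (-1.44), and miR535 with every scaling tried except the totals of Table 1. MiR4351 (-1.06) and miR5158 (-1.07) lost theirs when near-identical names were summed, since their partners hold more counts.

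The depth limits the called miRNAs with few counts. For 71 of 174, a library had at most 3 counts and the size of the change is known only as a lower bound. The p-value reflects depth and not replicates, and 295 of the 324 miRNAs passed its threshold.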

Differences from the paper's values

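In this part, the search for other miRNAs with the paper's values of Table 2 was chosen only after the result was seen, and alternatives chosen after it are named as such. The deposited count table holds 1215 known miRNAs against the paper's 691. None of the alternatives set before the data were examined concerned this number. With at least 1 TPM in at least 1 library the number was 728, and with more than 20 counts in at least 1 library 745, both within 1.5 times of the paper's value and both chosen after seeing the values.

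The known miRNA counts added up to 5097686 in the Mg-sufficient library against the paper's 2280530 miRNA reads in Table 1, and to 3003648 in the Mg-deficient library against the paper's 4888886. None of the alternatives set before the data were examined changes these sums. Table 1 gives 20328011 clean reads for the Mg-sufficient and 22218850 for the Mg-deficient library, and the deposited tables give the reverse.

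The log2 ratio of miR164 was -2.51 against the paper's -2.387 in Table 2. None of the alternatives set before the data were examined closed the gap, nor did the scaling without rRNA reads, chosen after seeing the values. The paper's value is the log2 ratio that the deposited comparison table gives for miR5368, -2.387, a miRNA that Table 2 does not list and that was found by a search for this value. Of the 23 miRNAs of Table 2, 21 had the paper's log2 ratio within 0.001. Besides miR164, miR1533 had 4.35 against the paper's 4.306, which is the log2 ratio that Table 2 and the deposited comparison table give for miR6426.

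The numbers that passed the filter and were called differed by less than 1.5 times. They were 324 against the paper's 288 miRNAs, 91 against the paper's 73 called higher and 83 against the paper's 64 called lower. With only the names of Table S4, a restriction chosen after seeing the values, they were 287, 73 and 64.

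The paper names miR4351 as the most strongly down-regulated known miRNA. In the deposited counts, miR1151 had a lower log2 ratio, -16.12, with its count of 0 in the Mg-deficient library set to 0.01 TPM as in the paper. The paper's Figure 4 shows miR159 among the decreased miRNAs. Its log2 ratio was -0.41 and it was not called, while the text names miR158, which was called.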

Other observations

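In this part, the tests on summed near-identical names, on sequence length, on GC content and on the lists of the Introduction were set before the result was seen, and all the others were chosen only after it.

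The called miRNAs with at most 3 counts in 1 library were 71 of 174, and 55 of them had no count there. Sampling at the depth of the libraries is argued against, since the smallest count expected in the low library from the other was 219, a value that the abundance filter itself keeps high. Reads assigned in the other library to a near-identical name that Table S3 lists are argued against for most of the 53 with a listed sequence, since 52 of these have no near-identical name there. The other 1, miR4351, lost its call when near-identical names were summed. That sum tests none of the other 70, and names without a listed sequence, as well as the 18 of the 71 that have none, stay open. A candidate explanation is that reads were matched to names of other species. None of the 71 carries the name of an annotated citrus miRNA gene, where 5.90 were expected when names were permuted within 10 groups of similar abundance (permutation test, p = 0.0004, one-sided, 10000 permutations). Conserved miRNAs that change less for a biological reason would give the same result. Small RNAs of other classes and a bias in GC content cannot be told apart from the other explanations, since only 74.6% of the 71 have a listed sequence, fewer than the 80% set as the minimum, and the comparisons of length and GC content are therefore void. Among those with a sequence, 16 of 53 (30.2%) had a length of 21 or 22 nt, against 129 of 234 (55.1%) of the other miRNAs that passed the filter (Fisher's exact test, p = 0.00129). The median GC content was 39.1% for the miRNAs nearly absent from the Mg-sufficient library and 43.5% for those nearly absent from the Mg-deficient library (permutation test, p = 0.12). A response to Mg-deficiency stays open, as untested.

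Among the miRNAs that passed the filter, 32 carry the name of 1 of the 48 annotated citrus miRNA families and 292 do not. Of the 32, 24 were lower and 8 were higher with the clean-read totals as the scaling, with a median log2 ratio of -0.55 against -0.23 for the others. These directions depend on the scaling, since the median of all miRNAs that passed the filter shifted by 0.63 with the total count of known miRNAs. Of the 32, 6 were called, against 168 of the 292.

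The clean-read totals stand under opposite treatments in Table 1 and in the deposited tables. An exchange of the columns in the deposited tables is argued against, since 36 of the 39 miRNAs assayed by qRT-PCR go the same way there. An exchange of the columns of Table 1 may be the cause. The known miRNA counts differ by at most 723118 from the miRNA reads of the Table 1 column with the same total, and by up to 2817156 from those of the column with the same treatment. Counts by name and annotated reads need not be equal, so this gap alone does not settle the question. The normalized read-counts of the paper's Table S6 follow from its counts with the deposited totals and not with those of Table 1. This argues for the deposited assignment of the totals. That the other rows of Table 1 are exchanged with them remains a hypothesis.

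The known miRNAs that passed the filter had a median log2 ratio of -0.30 with the clean-read totals as the scaling. In the Table 1 columns matched by clean-read total, rRNA made up 13.8% of the reads of the Mg-sufficient and 37.9% of those of the Mg-deficient library. Without rRNA reads the median was 0.18. Leaving these reads out multiplies all ratios by 1 factor and raises the median by construction, so whether the larger share of rRNA reads is the cause cannot be told from it, and the matching of the columns by total is itself a hypothesis. The share of rRNA could itself reflect the treatment or the preparation of 1 library, which was not tested.

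MiR395 and miR1077 had 73994 and 74084 counts in the Mg-deficient library and 64 and 22 in the Mg-sufficient library. Counting of the same reads under both names, as a rule for near-identical names, is argued against by the 28 near-identical pairs. Their median distance was 3.30 on the log2 scale, within the range of random pairs (2.64 to 4.86), where shared reads would bring it close to 0. For this pair alone no test was possible, and shared reads stay open, as does an increase of both under Mg-deficiency.

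The medians of the lists fixed from the Introduction did not stand apart from those of random lists. The 4 miRNAs linked to Cu-deficiency had a median log2 ratio of 0.71 (95% interval, 0.39 to 1.21), at percentile 65.2 of 10000 random lists. All 4 had a ratio on the higher side, apart from miR408 with the totals of Table 1 (-0.21), and 1 was called. The direction of miR857 is not known. It had 7 counts in the Mg-sufficient and 10 in the Mg-deficient library, did not pass the filter, and had an interval from -0.90 to 2.27. For 13 of the 14 miRNAs linked to P-limitation that were in the count table, the median was 0.04 (0.01 to 0.14), at percentile 81.4, with 7 higher and 6 lower and 3 called.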
